# Unique metabolic activation of adipose tissue macrophages in obesity promotes inflammatory responses

**DOI:** 10.1007/s00125-017-4526-6

**Published:** 2018-01-14

**Authors:** Lily Boutens, Guido J. Hooiveld, Sourabh Dhingra, Robert A. Cramer, Mihai G. Netea, Rinke Stienstra

**Keywords:** Adipose tissue, Glycolysis obesity, Immunometabolism, Inflammation, Macrophages, Oxidative phosphorylation

## Abstract

**Aims/hypothesis:**

Recent studies have identified intracellular metabolism as a fundamental determinant of macrophage function. In obesity, proinflammatory macrophages accumulate in adipose tissue and trigger chronic low-grade inflammation, that promotes the development of systemic insulin resistance, yet changes in their intracellular energy metabolism are currently unknown. We therefore set out to study metabolic signatures of adipose tissue macrophages (ATMs) in lean and obese conditions.

**Methods:**

F4/80-positive ATMs were isolated from obese vs lean mice. High-fat feeding of wild-type mice and myeloid-specific *Hif1α*^−/−^ mice was used to examine the role of hypoxia-inducible factor-1α (HIF-1α) in ATMs part of obese adipose tissue. In vitro, bone marrow-derived macrophages were co-cultured with adipose tissue explants to examine adipose tissue-induced changes in macrophage phenotypes. Transcriptome analysis, real-time flux measurements, ELISA and several other approaches were used to determine the metabolic signatures and inflammatory status of macrophages. In addition, various metabolic routes were inhibited to determine their relevance for cytokine production.

**Results:**

Transcriptome analysis and extracellular flux measurements of mouse ATMs revealed unique metabolic rewiring in obesity characterised by both increased glycolysis and oxidative phosphorylation. Similar metabolic activation of CD14^+^ cells in obese individuals was associated with diabetes outcome. These changes were not observed in peritoneal macrophages from obese vs lean mice and did not resemble metabolic rewiring in M1-primed macrophages. Instead, metabolic activation of macrophages was dose-dependently induced by a set of adipose tissue-derived factors that could not be reduced to leptin or lactate. Using metabolic inhibitors, we identified various metabolic routes, including fatty acid oxidation, glycolysis and glutaminolysis, that contributed to cytokine release by ATMs in lean adipose tissue. Glycolysis appeared to be the main contributor to the proinflammatory trait of macrophages in obese adipose tissue. HIF-1α, a key regulator of glycolysis, nonetheless appeared to play no critical role in proinflammatory activation of ATMs during early stages of obesity.

**Conclusions/interpretation:**

Our results reveal unique metabolic activation of ATMs in obesity that promotes inflammatory cytokine release. Further understanding of metabolic programming in ATMs will most likely lead to novel therapeutic targets to curtail inflammatory responses in obesity.

**Data availability:**

Microarray data of ATMs isolated from obese or lean mice have been submitted to the Gene Expression Omnibus (accession no. GSE84000).

**Electronic supplementary material:**

The online version of this article (10.1007/s00125-017-4526-6) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

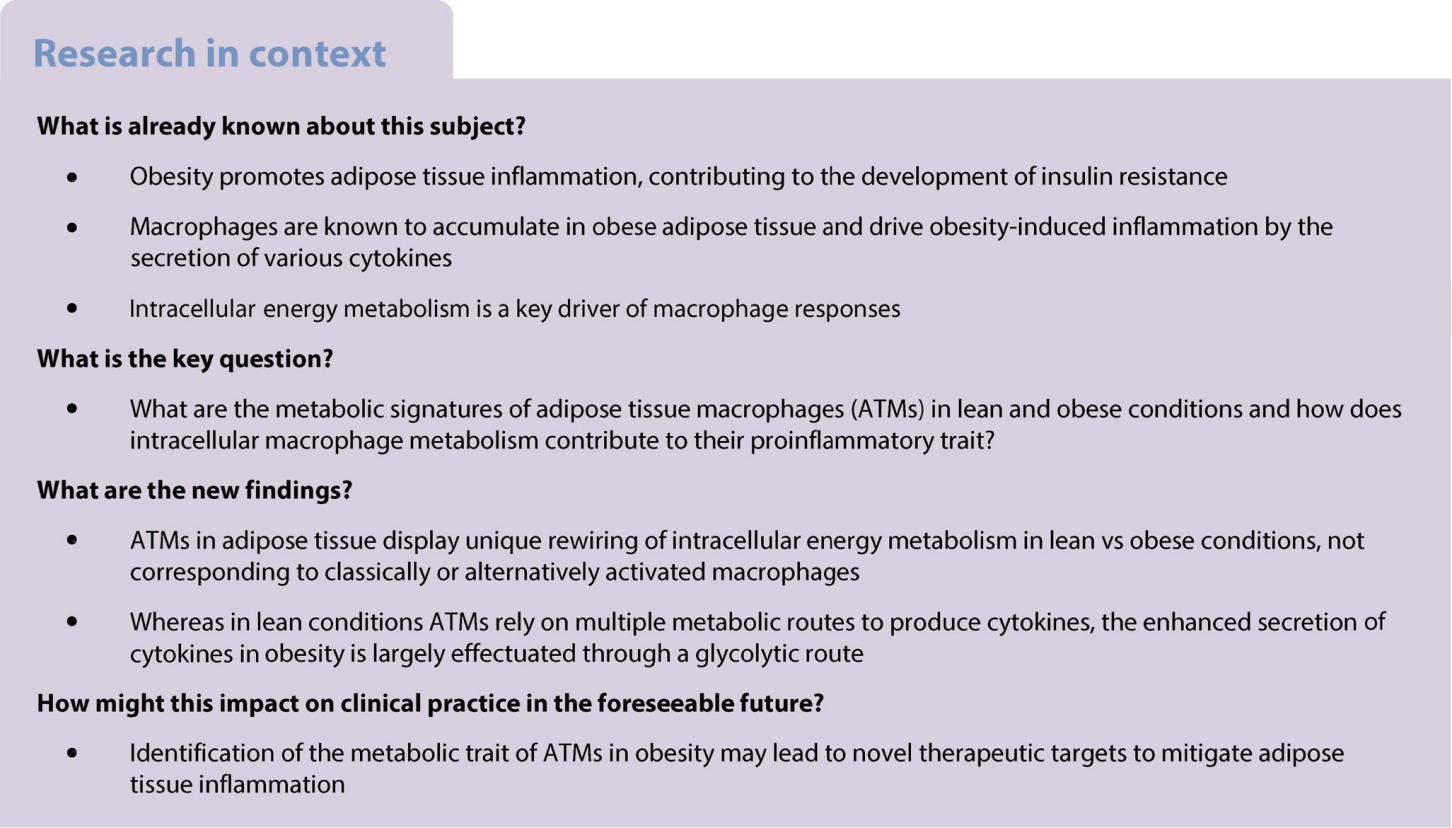

## Introduction

In obesity, macrophages accumulate in adipose tissue and trigger chronic low-grade inflammation which promotes the development of systemic insulin resistance [1–3]. Based on transcriptional profiles and expression markers derived from in vitro experiments, macrophages are generally classified as classically/inflammatory (M1) or alternatively/anti-inflammatory (M2) activated [4, 5]. Applying this phenotypical classification to adipose tissue macrophages (ATMs) has led to the identification of M2 macrophages in lean adipose tissue vs M1 macrophages in obese adipose tissue [6]. In recent years, however, the two-dimensional M1/M2 spectrum has been challenged and macrophages in different tissue environments have been shown to adopt a variety of inflammatory phenotypes that fall outside this classification [7, 8]. Indeed, macrophages in obese adipose tissue display surface-proteins that resemble neither classical nor alternative activation, but rather represent a state of metabolic activation [9]. Intracellularly, ATMs in obese adipose tissue are characterised by lysosomal activity [10], suggestive of robust changes in intracellular energy metabolism of ATM in obesity.

Recent developments in the field of immunology have identified macrophage intracellular energy metabolism as a fundamental determinant of its functional response. M1 macrophages are characterised by a high glycolytic rate whereas M2 macrophages rely mainly on oxidative phosphorylation (OXPHOS) [11, 12]. A central role in driving macrophage polarisation has been appointed to hypoxia-inducible factor-1α (HIF-1α), a master regulator of glycolysis that is critically involved in the development of the M1 phenotype [13, 14]. Profiling of intracellular metabolism in ATMs, as well as identifying key regulators involved, is expected to further the understanding of their metabolic functions and may ultimately bring forward targets for modulating their inflammatory traits. Using various approaches, we identified unique metabolic activation of ATMs in obesity that does not resemble M1 or M2 macrophages. Metabolic activation of macrophages, characterised by increased OXPHOS and glycolysis, was dose-dependently induced during a co-culture with adipose tissue and translated into increased cytokine secretion. Although various metabolic pathways contributed to cytokine release by ATMs, glycolysis accounted mostly for the higher cytokine production by ATMs from obese mice. Inflammatory activation of ATMs during early stages of obesity, however, appeared to be independent of HIF-1α. Further understanding of the functional consequences of metabolic programming in macrophages in lean adipose tissue and metabolic activation in ATMs residing in obese adipose tissue is expected to lead to novel therapeutic targets to curtail inflammatory responses that will ultimately reduce obesity-induced metabolic complications.

## Methods

### Mice

Male C57Bl/6 mice (Harlan, Horst, Germany) were on a high-fat diet (HFD) containing either 45% (D12451) or 60% energy derived from fat (D12492), or on a low-fat diet (LFD) containing 10% energy derived from fat and matching most other components present in either the 45% HFD (D12450B) or 60% HFD (D12450J), for 16 weeks. Mice were stratified based upon body weight at the start of the LFD or HFD intervention. All procedures were approved by the ethics committee for animal experiments at Wageningen University.

For studying the role of HIF-1α in ATMs during the development of obesity, 9- to 12-week-old male C57/Bl6 mice with floxed *Hif-1α* (also known as *Hif1a*) (exon 2) crossed into a background of lysozyme M-driven cre recombinase (LysM *Hif-1α*^−/−^) or C57/Bl6 controls not carrying lysozyme M-driven cre recombinase (LysM *Hif-1α*^+/+^) [15] were exposed to an HFD (D12492) for 8 weeks. After 7 weeks, an insulin tolerance test was performed in mice fasted for 5 h, by injecting insulin (1 U/kg body weight) intraperitoneally. Blood was taken from the tail at specific time points and glucose was measured using Accu-check glucose meters (Roche Diagnostics, Almere, the Netherlands). The study was carried out in accordance with recommendations in the Guide for the Care and Use of Laboratory Animals of the National Research Council. The protocol was approved by the Dartmouth IACUC.

All mice were individually housed and had ad libitum access to food and water. All diets were obtained from Research Diets (New Brunswick, NJ, USA). Experimenters were not blinded to group assignment and outcome assessment.

### Cell culture

ATMs and peritoneal macrophages were isolated from male, wildtype C57Bl/6 mice (Harlan). For details of tissue and cell collection, see ESM Methods.

#### ATMs

Freshly isolated ATMs were cultured in RPMI 1640 (Lonza, Verviers, Belgium) supplemented with 10% (vol./vol.) FCS and 1% (vol./vol.) penicillin/streptomycin (PS) (RPMI/FCS/PS) for 24 h (200,000 cells/well). The contribution of various metabolic pathways to cytokine release was examined by providing 5.5 mmol/l 2-deoxy glucose (2-DG) (Merck, Darmstadt, Germany), 50 μmol/l Etomoxir (Merck), 10 μmol/l UK5099 (Merck) or 10 μmol/l BPTES (Merck) 2 h after plating until the end of the 24 h culture period.

#### Bone marrow-derived macrophages

Bone marrow cells were cultured in DMEM (Lonza) supplemented with 10% (vol./vol.) FCS and 1% (vol./vol.) PS (DMEM/FCS/PS) and 5% (vol./vol.) L929-conditioned medium (L929). After 3–4 days, adherent bone marrow-derived macrophages (BMDMs) were re-plated and exposed for 3 days to an insert containing 25 mg or 100 mg of minced epididymal adipose tissue collected from LFD-fed or HFD-fed mice. Control BMDMs were held in DMEM/FCS/PS containing 5% (vol./vol.) L929 with an empty insert for the same length of time. M1 and M2 macrophages were generated by 24 h incubation with 10 ng/ml lipopolysaccharide (LPS) (M1) or 25 ng/ml IL-4 (M2). For measuring cytokine and lactate production of BMDMs after adipose tissue priming, inserts were removed and BMDMs were held in fresh DMEM/FCS/PS for an additional 24 h. For extracellular flux analysis, BMDMs were scraped, counted and re-plated in a 96-well Seahorse microplate (Seahorse Bioscience, Santa Clara, CA, USA).

#### Adipose tissue

Epididymal adipose tissue was brought into culture and exposed to 17.5 nmol/ml insulin in DMEM/PS for 20 min to measure insulin sensitivity. The tissue was kept in DMEM/FCS/PS with or without LPS (10 ng/ml) for 24 h to measure IL-6 release or was cultured in DMEM/FCS/PS for 3 days for leptin and lactate measurements.

### Extracellular flux analysis

The real-time oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of ATMs and BMDMs were analysed using an XF-96 Extracellular Flux Analyzer (Seahorse). See ESM Methods for further details.

### Cytokine and lactate measurements

Levels of IL-6, chemokine (C-X-C motif) ligand-1 (KC), TNF-α, IL-1β, IL-10 and leptin in cell culture supernatant fractions were measured with murine DuoSet ELISA Development kits (R&D Systems, Abingdon, UK). An enzymatic assay adapted from the Lactate Assay kit (Merck) was used to determine lactate levels.

### Immunohistochemistry

Paraffin-embedded sections of epididymal adipose tissue were stained with an F4/80 antibody (Bio-Rad, Veenendaal, the Netherlands) and counterstained with haematoxylin. Macrophages were visualised with 3,3-diaminobenzidene (Merck).

### Western blot

Primary antibodies for actin (Merck), AMP-activated protein kinase (AMPK) (no. 2532L), phospho-AMPK Thr172 (no. 2531) and p-Akt Ser473 (no. 4060) (Cell Signalling, Leiden, the Netherlands) were all used at a ratio of 1:1000 according to manufacturers’ instructions, and incubated overnight at 4°C. See ESM Methods for further details.

### RNA isolation and qRT-PCR

RNA from ATMs and peritoneal macrophages isolated from HFD-fed or LFD-fed mice, or from BMDMs, was used for quantitative reverse-transcription PCR analysis (qRT-PCR). The following genes were measured: *Cd11c* (also known as *Itgax*), *Cd206* (also known as *Mrc1*), *Cd36*, *Cd68*, *Glut1*, *Hk2*, *Hif-1α*, *Ldhα* (also known as *Ldha*), *Lipa*, *Pdk4*, *Plin2* and *Vegfα* (also known as *Vegfa*), normalised against *36b4* (also known as *Rplp0*) (ESM Table 1). For further details, see ESM Methods.

### Microarray analysis and interpretation

Four pools of ATMs isolated from epididymal adipose tissue of male C57Bl/6 mice fed an LFD or HFD in four separate experiments were subjected to expression profiling by microarray. In addition, raw transcriptome data from various tissue macrophages, including ATMs (GEO accession no. GSE56682), from LPS-stimulated BMDMs (GSE53986) and from obese diabetic and obese non-diabetic humans (GSE54350) were obtained from the Gene Expression Omnibus. Details of the microarray analysis and interpretation are in the ESM Methods. Microarray data have been submitted to the Gene Expression Omnibus (accession number GSE84000).

### Statistical analysis

Results are shown as mean ± SEM. Statistically significant differences between two groups were calculated using Student’s *t* test. For comparisons between more than two groups, a one-way ANOVA and post hoc Bonferroni’s multiple comparison test was done. When comparing diet and treatment effects within one experiment, data were analysed with a two-way ANOVA with post hoc Bonferroni test (treatment vs control). A *p* value ≤0.05 was considered significant.

## Results

### Unique metabolic and inflammatory activation of ATMs in obesity

To examine whether macrophages residing in adipose tissue are transcriptionally distinct from other tissue macrophages, we performed a principal component analysis (PCA) using publicly available gene expression profiles of macrophages isolated from the peritoneal cavity, liver, spleen, lung, intestine and adipose tissue [16]. Indeed, ATMs exhibited unique transcriptomes (Fig. 1a). 

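ATMs were profiled on 8 arrays from 4 separate experiments, each with 1 array of ATMs from obese (HFD-fed) mice and 1 array of ATMs from lean (LFD-fed) mice. Each array measured RNA from a pool of 4–7 male C57Bl/6 mice. ATMs were isolated from epididymal adipose tissue by selection for Emr1, the pan-macrophage membrane marker, which Adgre1 encodes. The HFD gave 45% of energy from fat in experiments 1 and 3 and 60% in experiments 2 and 4, and the LFD gave 10%. The paper gives 16 weeks of diet, whereas the sample labels give 16, 15, 16 and 10 weeks for experiments 1, 2, 3 and 4. RNA was hybridised to Affymetrix whole-transcript arrays, and the authors deposited log2 values made with RMA, which corrects the background, quantile normalises the arrays and summarises the probes of each probe set. The number of arrays limits the precision. Of 35556 features, 21218 carried exactly 1 gene symbol and gave 18820 genes, each represented by its brightest probe set. Features with several symbols (1881) or with no annotation (12457) were not named. HFD and LFD arrays were compared on the log2 scale with limma, with Benjamini-Hochberg adjustment. Experiment was added as a block in an alternative fit, because HFD and LFD arrays of one experiment deviated together from their group means. Standard errors of single genes come from the fit without the block, and those of list means from the 4 differences within experiments. Gene lists for pathways, macrophage states and cell types were drawn up before the data were examined but after Fig. 1e, f and Fig. 2a, c had been seen, and their shifts were tested with camera at a preset correlation.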

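Eno2, which encodes an enolase of glycolysis, had a level of 6.49 ± 0.38 (SD, n = 4 pools) in ATMs from obese mice and 5.00 ± 0.29 (SD, n = 4 pools) in ATMs from lean mice, a log2 difference of 1.48 (SE 0.22). ATMs from obese mice also had higher levels in all 4 experiments of Xylt1, a xylosyltransferase of proteoglycan synthesis (1.73 (SE 0.34)), Ccl22, a chemokine (1.55 (SE 0.31)), Cpeb4, an RNA-binding protein (1.15 (SE 0.20)), and Psmd1, a proteasome subunit (0.63 (SE 0.13)). The difference was 3.31 (SE 0.69) for Myh15, a myosin heavy chain, 1.56 (SE 0.30) for Shc2, an adaptor protein, 1.38 (SE 0.28) for Fzd7, a Wnt receptor, and 1.19 (SE 0.22) for Cxcl14, another chemokine. It was 1.31 (SE 0.26) for Dcbld2, 1.29 (SE 0.27) for Mir23b, a microRNA, and 0.95 (SE 0.19) for Wsb2. In lean pools Myh15 (2.3 to 3.2) and Shc2 (3.3 to 3.8) lay under the dim limit of a log2 of 4.32. Signal near the background limits the size of their differences. Lower levels in all 4 experiments were measured for Cx3cr1, the fractalkine receptor of monocytes and macrophages (-1.80 (SE 0.47)), Icosl, the ligand of the T cell costimulator ICOS (-0.91 (SE 0.13)), P3h2, a prolyl hydroxylase of collagen (-0.86 (SE 0.16)), and Il13ra1, a chain of the IL-13 receptor (-0.80 (SE 0.20)). Gm4951, Ppbp, Zbtb37, Trappc5, Rdh12, Stambpl1, Speer2 and Jund were also lower in all 4 experiments, with differences from -1.03 for Gm4951 to -0.31 for Jund. Speer2 lay under the dim limit on every array, and Rdh12 on all but the lean pool of experiment 3 (4.40), so both fell within dim signal. The genes named so far are the 12 higher and 12 lower genes with the smallest p among those that moved the same way in all 4 experiments, and none of them passed an adjusted p under 0.05. No gene passed it in limma in either direction (smallest adjusted p = 0.982). At an unadjusted p under 0.05, 621 genes were higher and 284 lower, against 941 in all by chance, and 312 were higher and 402 lower when each array was centred on its median. The methods' t-test called 524 genes higher and 286 lower at the paper's threshold and 0 after adjustment. That test is named in the paper's general statistics section. The paper leaves its array analysis to the ESM, which was not used here, so its array test may differ. With experiment as a block 0 genes passed in limma (smallest adjusted p = 0.0508), and 1497 were higher and 783 lower at an unadjusted p under 0.05. With the block and without dim probe sets, a setting chosen after seeing the data, 23 genes were higher and 2 lower. In 4039 genes (21.5%, against 12.5% by chance) the difference had the same sign in all 4 experiments. A difference of exactly 0, as for the gene Ndufb10 in experiment 3, was counted as lower, which the chance share does not allow for. In PCA of all 18820 genes, PC1 held 67.8% of the variance and set both arrays of experiment 1 apart, and the diets did not differ on it (exact two-sided permutation test, p = 0.743). On PC2, which held 12.9%, every pool from obese mice lay apart from every pool from lean mice (exact two-sided permutation test, p = 0.0286, the smallest that 4 pools against 4 allow). After the means of the experiments were removed, the diets separated on PC1, which then held 43.7% (exact sign-flip permutation test, p = 0.125, the smallest that 4 pairs allow). Experiment accounted for 72.5% of the variance with 3 degrees of freedom and diet for 11.7% with 1. On both arrays of experiment 1, Adgre1 was lower (6.54 and 8.58, against 9.95 to 10.95 on the other arrays) and the mean of 18 endothelial genes was higher (10.78 and 10.47, against 5.98 to 9.30).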

The presence of obesity clearly affected complete transcriptomes of ATMs further as demonstrated by distinct clustering of ATMs sorted from obese vs lean mice by the pan macrophage-membrane marker Emr1-F4/80 [17, 18] (Fig. 1b). Traditionally, macrophages in obese adipose tissue are characterised by an enhanced inflammatory state [2]. 

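Of 71 measured inflammatory genes (cytokines, chemokines, their receptors and signalling proteins), 13 were higher and 7 lower in ATMs from obese mice in all 4 experiments. Cxcl1, which encodes the neutrophil chemokine KC, had a log2 difference of 1.12 (SE 0.25) and was higher in all 4 experiments. Ccl12, a monocyte chemokine, had a difference of -0.81 (SE 0.85) and was lower in all 4, with low levels on both arrays of experiment 1. Il6 differed by 0.38 (SE 0.76) and was higher in 3 of 4 experiments. It was lower in experiment 1 (-0.54), with high levels on both arrays of that experiment (10.46 lean and 9.92 obese). On the other arrays Il6 lay between 7.21 and 8.93. Il1b, which encodes the inflammasome substrate IL-1β, differed by -0.30 (SE 0.62) and was higher in 1 of 4 experiments, with differences between -1.55 and 1.57. The median difference of the list was 0.03, and the list was not shifted against the other genes (limma's camera, adjusted p = 0.373). In limma 0 of the 71 genes passed an adjusted p under 0.05 (4 higher and 0 lower at an unadjusted p under 0.05), whether adjusted over all genes or adjusted over the list alone. With experiment as a block 2 were higher (Itgax and Ccl22) and 1 lower (Ccl12), adjusted over the list alone. In PCA of these genes PC1 held 69.3% of the variance and did not separate the diets (exact two-sided permutation test, p = 0.686). PC2 held 14.6% and separated all pools from obese mice from all pools from lean mice (exact two-sided permutation test, p = 0.0286). Without the means of the experiments the diets separated on PC1, which held 53.9% (exact sign-flip permutation test, p = 0.125, the smallest possible). Over the list, the mean difference was 0.38, 0.40, -0.24 and 0.00091 in experiments 1, 2, 3 and 4. On the arrays of experiment 1, where endothelial genes were higher, the list was lower than on the other arrays (median -0.97, camera, adjusted p = 4.38e-05, and adjusted p = 0.532 with an estimated correlation).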

Using inflammatory genes (ESM Table 2) as input for PCA confirmed distinctive inflammatory activation of macrophages residing in obese adipose tissue (Fig. 1c). 

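Among genes of amino acid metabolism, Psat1, an aminotransferase of serine synthesis, had a log2 difference of 0.73 (SE 0.31) and was higher in ATMs from obese mice in all 4 experiments. Got1, the cytosolic aspartate aminotransferase, differed by 0.51 (SE 0.45), with low levels on both arrays of experiment 1. In the pentose phosphate pathway, which makes NADPH and ribose phosphate, Pgd differed by 0.77 (SE 0.43), Tkt by 0.66 (SE 0.29) and Taldo1 by 0.48 (SE 0.21), each higher in all 4 experiments. Of 30 measured genes of amino acid metabolism, 1 (Psat1) was higher and 0 lower with experiment as a block, adjusted over the list alone, and 29 did not pass. Without the block 0 passed in limma (3 higher and 0 lower at an unadjusted p under 0.05). Their median difference was 0.13 (camera, adjusted p = 0.0183, and adjusted p = 0.462 with an estimated correlation). Of 11 genes of the pentose phosphate pathway, 3 (Pgd, Tkt and Taldo1) were higher by the same test with the block, while without it 0 passed in limma and 0 were higher or lower at an unadjusted p under 0.05. The 11 genes had a median of 0.15 (camera, adjusted p = 0.0269, and adjusted p = 0.458 with an estimated correlation). The 20 genes of the TCA cycle and pyruvate oxidation had a median of 0.16 (camera, adjusted p = 0.0121, and adjusted p = 0.462 with an estimated correlation). PCA was run on 146 measured genes of glycolysis, OXPHOS (with the vacuolar H+-ATPase) and amino acid metabolism. PC1 held 63.5% of the variance (exact two-sided permutation test of the diets, p = 0.143) and PC2 16.6% (exact two-sided permutation test, p = 0.114), and neither separated the diets. Without the means of the experiments the diets separated on PC1, which held 70.8% (exact sign-flip permutation test, p = 0.125, the smallest possible).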

Interestingly, expression data for genes involved in glycolysis, OXPHOS and amino acid metabolism (ESM Table 2) were also sufficient to distinguish ATMs of obese mice from ATMs of lean mice (Fig. 1d), suggestive of robust changes in energy metabolism of ATMs in obesity. 

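Of 21 measured glycolysis genes, 10 were higher and 1 was lower in ATMs from obese mice with experiment as a block, adjusted over the list alone, and 10 did not pass. The higher genes included Hk3, a hexokinase (1.04 (SE 0.70)), Pgam1, a phosphoglycerate mutase (0.75 (SE 0.26)), Hk2, the inducible hexokinase (0.75 (SE 0.50)), and Pkm, the pyruvate kinase of macrophages, with a level of 9.55 ± 0.17 (SD, n = 4 pools) in ATMs from obese mice and 8.90 ± 0.33 (SD, n = 4 pools) in ATMs from lean mice and a difference of 0.65 (SE 0.17). Hk2 was higher in 3 of 4 experiments and had low levels on both arrays of experiment 1. Hk3 differed by 2.08, 0.57, 0.33 and 1.2 in experiments 1, 2, 3 and 4, with a low level in the lean pool of experiment 1 (4.54). Aldoa, an aldolase (0.54 (SE 0.15)), Pfkp, a phosphofructokinase (0.52 (SE 0.26)), Pgk1, a phosphoglycerate kinase (0.52 (SE 0.21)), and Tpi1, a triose phosphate isomerase (0.44 (SE 0.21)), were also higher. The lower gene was Pfkm, the muscle form of phosphofructokinase (-0.29 (SE 0.21)), whose levels on both arrays of experiment 1 stood above the others. Ldha, a lactate dehydrogenase, differed by 0.34 (SE 0.22) and Slc2a1, the glucose transporter GLUT1, by 0.59 (SE 0.53), and neither passed. Without the block Eno2 alone of the 21 genes passed, adjusted over the list alone. Among OXPHOS genes, 14 of 18 measured subunits of the vacuolar H+-ATPase, the proton pump of lysosomes, were higher with the block, adjusted over the list alone, 4 did not pass and 0 were lower. Without the block 0 passed in limma, and 3 were higher and 0 lower at an unadjusted p under 0.05. Atp6v0d2 had a level of 10.73 ± 0.70 (SD, n = 4 pools) in ATMs from obese mice and 7.99 ± 2.18 (SD, n = 4 pools) in ATMs from lean mice, a difference of 2.73 (SE 1.01). Atp6v1b2 differed by 1.15 (SE 0.54) and Atp6v1a by 1.01 (SE 0.37). Atp6v0d2 and Atp6v1b2 had their lowest levels in the lean pool of experiment 1 (5.05 and 8.00). Their largest differences also lay in experiment 1 (4.70 and 1.70). Tcirg1 differed by 0.89 (SE 0.26), with values between 0.87 and 0.91 in the 4 experiments. Of 77 measured genes of the respiratory chain and ATP synthase, 0 passed with or without the block, adjusted over the list alone (limma without the block, 2 higher and 1 lower at an unadjusted p under 0.05, and with the block 8 and 1). Cox17, a copper chaperone of cytochrome c oxidase, differed by 0.33 (SE 0.16) and Ndufc1, a subunit of complex I, by 0.31 (SE 0.13), and the complex I subunits Ndufc2 and Ndufb3 differed by -0.37 (SE 0.13) and -0.29 (SE 0.14). Cox6b2, a testis form of a cytochrome c oxidase subunit that Fig. 1f shows and the list of 77 does not hold, differed by -0.37 (SE 0.20) and was lower in all 4 experiments (limma with the block, adjusted p = 0.163 over all genes). On the arrays of experiment 1, where endothelial genes were higher, the vacuolar H+-ATPase genes were lower than on the other arrays by camera (median -0.90, adjusted p = 0.532 with an estimated correlation), as were the respiratory chain genes (median -0.17, adjusted p = 0.539 with an estimated correlation). From the separation of obese and lean ATMs on metabolic genes (Fig. 1d), the paper proposes robust changes in energy metabolism, and follows these pathways gene by gene.

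**Figure D1:**
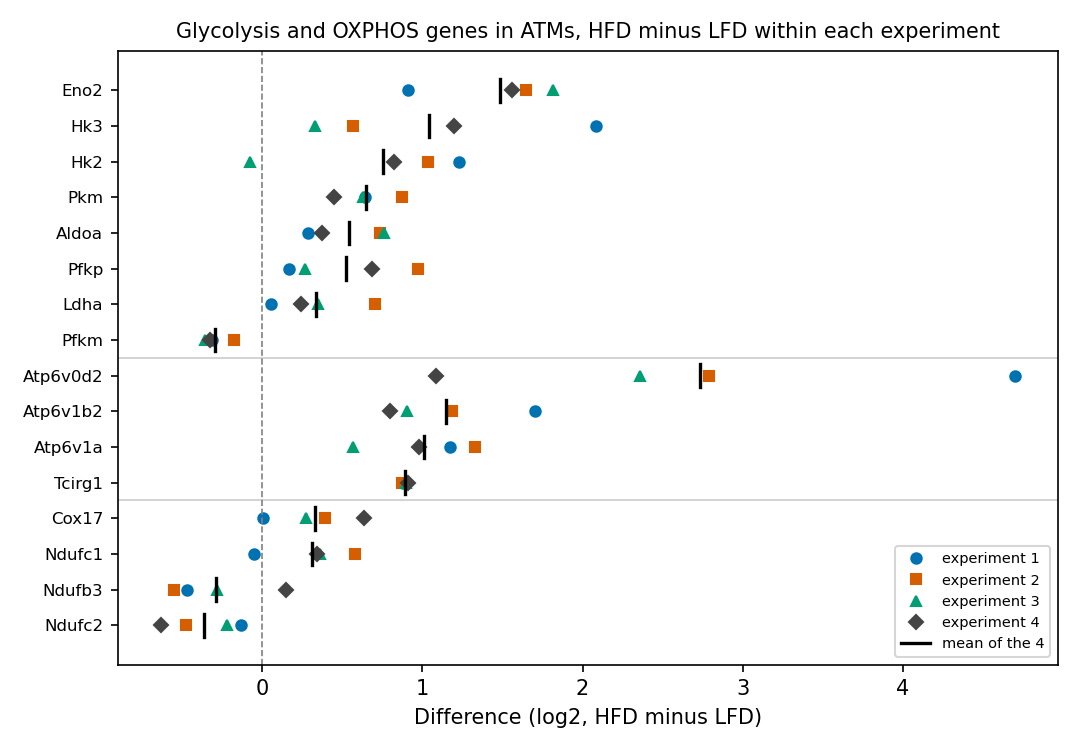
Difference in log2 level between ATMs from obese and lean mice (HFD minus LFD) for named genes of glycolysis, the vacuolar H+-ATPase and the respiratory chain. Each point is 1 of 4 experiments and the black bar is their mean. Eno2, Pkm, Atp6v0d2 and Tcirg1 lie above 0 in all 4 experiments, Pfkm and Ndufc2 below 0 in all 4, and Ndufb3 on both sides of 0.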

In fact, many genes involved in glycolysis and OXPHOS were upregulated in ATMs from obese vs lean mice (Fig. 1e, f). Noticeably, strong metabolic rewiring upon obesity was specific for ATMs, as these changes were not observed in peritoneal macrophages (Fig. 1g, i). Indeed, metabolic genes were expressed at much higher levels in ATMs than in peritoneal macrophages and were upregulated in obesity (Fig. 1g). In support of our gene expression data, ATMs derived from obese vs lean animals produced more lactate ex vivo (Fig. 1h), reflective of higher glycolytic rates. By contrast, no robust difference in lactate secretion was found in peritoneal macrophages isolated from obese vs lean mice (Fig. 1i).

**Fig. 1:**
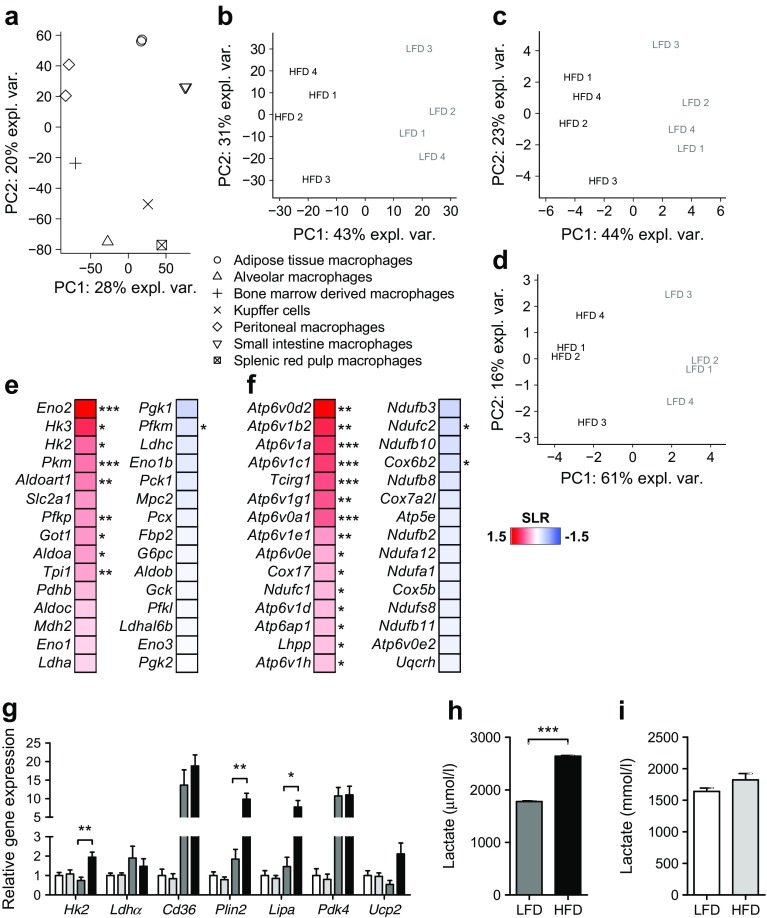
Unique metabolic and inflammatory activation in ATMs during obesity. (**a**) PCA of various tissue macrophages, separated based on their transcriptome. *n* = 2 for macrophages from peritoneum, small intestine and adipose tissue; *n* = 1 for other macrophages. Data are derived from GEO accession no. GSE53986. Percentage of explained variance (expl. var.) is shown. (**b**–**d**) PCA plot of ATMs from obese (HFD-fed) vs lean (LFD-fed) mice (four pools of 4–7 HFD- or LFD-fed mice), separated based on the complete transcriptome (**b**) or on expression levels of inflammatory genes (**c**) or metabolic genes (**d**). (**e**, **f**) Heat maps reflecting expression levels of the top 15 most differentially higher (red) or lower (blue) expressed genes involved in glycolysis (**e**) or OXPHOS (**f**) in ATMs from obese vs lean mice, presented as log_2_ ratio difference (SLR). (**g**) Expression levels of metabolic genes in peritoneal macrophages and ATMs. The $$ {2}^{-\Delta \Delta {\mathrm{C}}_{\mathrm{t}}} $$method was used to determine fold change inductions normalised to *36b4*. Diet-induced changes in expression levels (HFD vs LFD) were tested for significance. (**h**, **i**) Lactate production over 24 h by ATMs (**h**) or peritoneal macrophages (**i**) from lean (LFD) or obese (HFD) mice. Peritoneal macrophages: *n* = 7 (LFD, white bars) vs *n* = 6 (HFD, light grey bars) were used for qRT-PCRs and lactate measurements (**g**, **i**). ATMs: four pools (LFD, dark grey bars) vs six pools (HFD, black bars) of 4–7 mice were used for qRT-PCR (**g**) and a pool of 9 LFD-fed mice vs a pool of 5 HFD-fed mice was used for lactate measurements (*n* = 3) (**h**). Data are presented as means ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001, as shown by brackets, or for obese vs lean mice in (**e**, **f**)

### Metabolic and inflammatory activation of macrophages in obese adipose tissue is distinct from classical activation by LPS and associates with the presence of type 2 diabetes in obese humans

To gain further insight into functional properties of metabolic and inflammatory rewiring found in ATMs, gene set enrichment analysis (GSEA) was performed using metabolic and inflammatory gene sets as input (ESM Table 3). Overall, far more gene sets were significantly (*p* < 0.01) enriched than depleted (30 vs 2) in ATMs from obese vs lean mice and none of the depleted gene sets reflected metabolic pathways. 

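Of 33 measured cell cycle genes, 20 were higher in ATMs from obese mice with experiment as a block, adjusted over the list alone, 13 did not pass and 0 were lower (camera, median log2 difference 0.50, adjusted p = 2.89e-12, and adjusted p = 0.458 with an estimated correlation). The 20 included Mki67, a marker of dividing cells (0.97 (SE 0.26)), Bub1, a spindle checkpoint kinase (0.85 (SE 0.36)), Stmn1, which binds tubulin (0.82 (SE 0.33)), and Cdca3 (0.81 (SE 0.35)). Of 37 DNA replication genes, 14 were higher by the same test, 23 did not pass and 0 were lower (camera, median 0.28, adjusted p = 4.33e-07, and adjusted p = 0.462 with an estimated correlation). Among the 14 were Rrm2 and Tk1, enzymes of nucleotide supply (0.94 (SE 0.24) and 0.90 (SE 0.40)), and the replication factors Cdt1 and Mcm10 (0.81 (SE 0.42) and 0.69 (SE 0.31)). The 17 genes of MHC class I presentation had a median of -0.27 (camera, adjusted p = 0.000127, and adjusted p = 0.458 with an estimated correlation). By the same test with the block 1 of them was lower, the class I heavy chain H2-Q6 (-0.98 (SE 0.57)), and 16 did not pass, with differences of -0.30 (SE 0.16) for H2-K1 and -0.15 (SE 0.11) for B2m, the light chain. Without the block 0 of these proliferation and class I genes passed in limma, adjusted over each list alone, and at an unadjusted p under 0.05 14 cell cycle genes were higher and 1 lower, 3 DNA replication genes were higher and 0 lower, and 1 class I gene was higher and 3 lower. The other lists shifted down were those of resident macrophages (23 genes, median -0.38, adjusted p = 0.0269, and adjusted p = 0.758 with an estimated correlation), NK cells (14 genes, median -0.12, adjusted p = 0.00254, and adjusted p = 0.462 with an estimated correlation), B and plasma cells (17 genes, median -0.17, adjusted p = 0.0121, with the block adjusted p = 0.0545, and adjusted p = 0.346 with an estimated correlation) and plasmacytoid dendritic cells (7 genes, median -0.10, adjusted p = 0.0197, with the block adjusted p = 0.0589, and adjusted p = 0.346 with an estimated correlation). The mean of the NK cell list lay between 2.989 and 3.515 on every array, under the dim limit of a log2 of 4.32. No gene of that list was left without dim probe sets. Its mean differed by -0.417, -0.017, -0.123 and -0.108 in experiments 1, 2, 3 and 4. The mean of the resident macrophage list differed by 0.59, -0.81, -1.38 and -0.02 in experiments 1, 2, 3 and 4. It was low in the lean pool of experiment 1 (7.06, against 9.21 to 10.41 in the other lean pools). Of the resident genes Timd4, a phosphatidylserine receptor, differed by -1.20 (SE 0.85) and Lyve1, a hyaluronan receptor, by -0.62 (SE 0.64), each higher in 1 of 4 experiments. With the block, adjusted over each list alone, 1 plasmacytoid dendritic cell gene was lower, the lectin Siglech (-1.72 (SE 0.51)), and 1 B cell gene was higher, against the direction of its list, the lectin Cd22 (0.84 (SE 0.36)). By camera, resident macrophage genes (median -2.57), cell cycle genes (median -0.61) and DNA replication genes (median -0.41) were lower, and class I genes (median 0.26) higher, in experiment 1, where endothelial genes were higher, than in the others (with an estimated correlation, adjusted p = 0.532, 0.532, 0.583 and 0.54). Of 43 lists, camera found 15 higher and 5 lower at an adjusted p under 0.05, and 13 higher and 4 lower at an unadjusted p under 0.01. With an estimated correlation 0 lists passed (smallest adjusted p = 0.346), and fry called 0 (smallest adjusted p = 0.225).

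**Figure D2:**
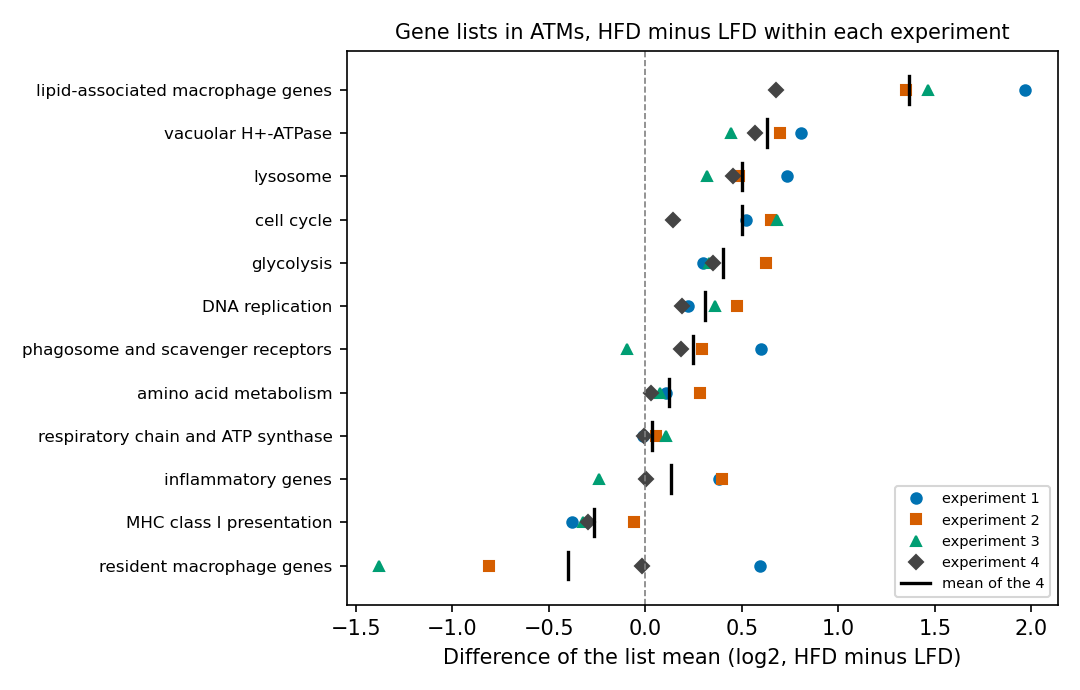
Difference of the list mean between ATMs from obese and lean mice (HFD minus LFD, log2) for 12 gene lists. Each point is 1 of 4 experiments and the black bar is their mean. Lipid-associated macrophage genes, vacuolar H+-ATPase, lysosome, cell cycle, glycolysis, DNA replication and amino acid metabolism lie above 0 in all 4 experiments, MHC class I presentation lies below 0 in all 4, and inflammatory and resident macrophage genes lie on both sides of 0.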

Interestingly, metabolic gene sets including glycolysis and OXPHOS were strongly enriched in ATMs upon obesity (Fig. 2a). 

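Over the 21 glycolysis genes the median log2 difference was 0.34, and the list mean differed by 0.30, 0.62, 0.33 and 0.35 in experiments 1, 2, 3 and 4 (SE 0.08). The 18 genes of the vacuolar H+-ATPase, which KEGG counts with OXPHOS, had a median of 0.36, and their mean differed by 0.80, 0.70, 0.45 and 0.57 (SE 0.08). The 77 genes of the respiratory chain and ATP synthase had a median of 0.04, and their mean differed by -0.013, 0.05, 0.11 and -0.0048 (SE 0.03). The medians were 0.34 over 17 genes of lipid uptake and storage (camera, adjusted p = 0.000694, and adjusted p = 0.346 with an estimated correlation), 0.27 over 19 genes of cholesterol synthesis (adjusted p = 0.000652, and adjusted p = 0.486 with an estimated correlation) and 0.14 over 21 genes of fatty acid oxidation (adjusted p = 0.000319, and adjusted p = 0.458 with an estimated correlation). Lpl, the lipoprotein lipase, differed by 1.55 (SE 0.50), Hadha, an enzyme of mitochondrial fatty acid oxidation, by 0.63 (SE 0.17), and Hmgcs1, an enzyme of the mevalonate pathway, by 0.56 (SE 0.23). The 6 measured genes of gluconeogenesis had a median of -0.11 (limma's camera, adjusted p = 0.0762). By camera the adjusted p was 3.27e-06 for glycolysis (with an estimated correlation, adjusted p = 0.346), 1.62e-06 for the vacuolar H+-ATPase (with an estimated correlation, adjusted p = 0.458) and 0.373 for the respiratory chain. With experiment as a block, adjusted over each list alone, 7 genes of lipid uptake, 1 of fatty acid oxidation (Hadha) and 0 of cholesterol synthesis were higher (limma with the block, 5 cholesterol synthesis genes higher and 0 lower at an unadjusted p under 0.05). Without the block 0 genes of the 3 lists passed in limma, adjusted over each list alone, and 5, 4 and 3 were higher and 0 lower at an unadjusted p under 0.05. Of the 7 lipid uptake genes, Cd36, Lpl, Plin2 and Lipa are also lipid-associated macrophage genes. Lipa and Npc1 are also lysosome genes, and Hilpda and Plin2 also HIF-1 targets, so those lists are not independent of lipid uptake. On the arrays of experiment 1, where endothelial genes were higher, cholesterol synthesis genes were lower than on the other arrays (median -0.22, camera, adjusted p = 0.0274, and adjusted p = 0.583 with an estimated correlation). The respiratory chain and vacuolar H+-ATPase joined as 1 list of 95 genes, chosen after seeing the data, had a median of 0.07 (camera, adjusted p = 0.0176 over 44 lists, and adjusted p = 0.753 with an estimated correlation).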

Noticeably, transcriptional regulation in ATMs in obesity was very distinct from classical macrophage activation by LPS. Although some pathways were similarly regulated, most metabolic routes, including OXPHOS, glycolysis and the pentose phosphate pathway, were less or inversely regulated in LPS-activated macrophages compared with ATMs from obese vs lean mice (Fig. 2b). In line with different metabolic regulation in ATMs vs classically activated macrophages, we found diverse regulation of various pro- and anti-inflammatory genes, including *Cd11c*, *Myd88*, *Arg1* and *Il-10* (also known as *Il10*) in ATMs from obese vs lean mice not resembling M1 (nor M2) macrophages (Fig. 2c). 

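Itgax, which encodes CD11c, had a level of 9.05 ± 0.95 (SD, n = 4 pools) in ATMs from obese mice and 6.07 ± 1.26 (SD, n = 4 pools) in ATMs from lean mice, a log2 difference of 2.98 (SE 0.70), and was higher in all 4 experiments. Il1rn, the IL-1 receptor antagonist, differed by 1.64 (SE 0.70) and Il10, an anti-inflammatory cytokine, by 1.24 (SE 0.80), both higher in all 4 experiments. For Il10 the difference was 2.385, 2.153, 0.141 and 0.263 in experiments 1, 2, 3 and 4, with a low level in the lean pool of experiment 1 (4.67). Socs3, a suppressor of cytokine signalling, differed by -0.56 (SE 0.47) and was lower in all 4, with high levels on both arrays of experiment 1. Myd88, an adaptor of Toll-like receptors, differed by -0.32 (SE 0.19) and was higher in 1 of 4 experiments, with a low level in the obese pool of experiment 4. Mrc1, the mannose receptor CD206, differed by -0.15 (SE 0.82) and Nos2, the inducible nitric oxide synthase, by -0.52 (SE 0.72), Nos2 with high levels on both arrays of experiment 1 and higher in obese mice in that experiment only. None of these genes passed an adjusted p under 0.05 over all genes in limma, with or without experiment as a block (Itgax with the block, adjusted p = 0.0508). Of 22 genes induced by LPS in M1 macrophages, 0 passed with or without the block, adjusted over the list alone (limma without the block, 0 higher and 0 lower at an unadjusted p under 0.05, and with it 1 and 3). Their median was -0.05 (limma's camera, adjusted p = 0.278). Of 22 genes induced by IL-4 in M2 macrophages, 3 were higher and 0 lower with the block, adjusted over the list alone. These were Il1rn, Ccl22 and Egr2, a transcription factor (0.86 (SE 0.32)), while the median of the list was -0.22 and its mean -0.10 (limma's camera, adjusted p = 0.995). In limma without the block Ccl22 alone passed, adjusted over the list alone (adjusted p = 0.0271, against 0.348 for Il1rn and 0.339 for Egr2).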

Interestingly, metabolic activation as found in the ATM part of obese adipose tissue was also apparent in CD14^+^ cells isolated from visceral adipose tissue of obese humans with diabetes compared with obese non-diabetic individuals (Fig. 2a, d).

**Fig. 2:**
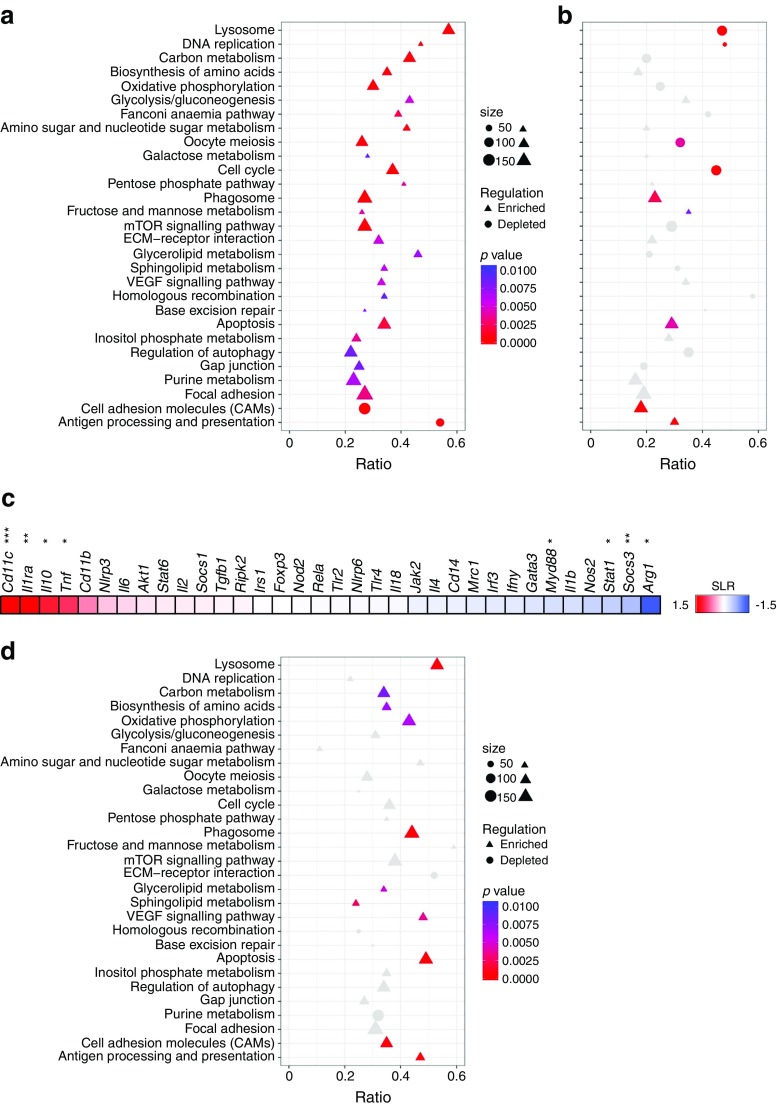
Metabolic and inflammatory activation of macrophages in obese adipose tissue is distinct from classical activation by LPS and associates with the presence of type 2 diabetes in obese humans. (**a**) Enriched or depleted (*p* < 0.01) KEGG-derived gene sets in ATMs of obese (HFD; *n* = 4 pools) vs lean (LFD; *n* = 4 pools) mice. (**b**, **d**) Regulation of these enriched or depleted gene sets in LPS-activated (*n* = 4) vs untreated BMDMs (*n* = 4) (**b**) or in CD14^+^ cells from obese diabetic (*n* = 6) vs obese non-diabetic individuals (*n* = 6) (**d**). Data presented in (**b**) are derived from GEO accession no. GSE53986 and in (**d**) from GSE54350. (**c**) Heat map showing expression of genes involved in inflammation in ATMs from obese vs lean mice presented as log_2_ ratio (SLR) difference with red representing upregulation and blue representing downregulation in ATMs of HFD- vs LFD-fed mice; *p < 0.05, **p < 0.01 and ***p < 0.001 for obese vs lean mice

### Functional consequences of metabolic activation of ATMs in obesity

Next, we evaluated whether transcriptional changes in ATMs translated into differences in energy metabolism. To that end, OXPHOS and glycolysis rates of freshly isolated ATMs were examined by measuring OCR and ECAR. In line with increased expression of metabolic genes, ATMs from obese mice displayed higher rates of OXPHOS (Fig. 3a). Moreover, a higher glycolytic rate was seen in ATMs from obese mice (Fig. 3b). Although this difference did not reach statistical significance, it corroborated the significantly higher levels of lactate in supernatant fractions of ATMs from obese vs lean mice after a 24 h culture period (Fig. 1h). As expected based on previous findings [2, 19–21], ATMs from obese mice produced more IL-6 and KC than macrophages isolated from lean adipose tissue (Fig. 3c, d). In contrast, less TNF-α was secreted by ATMs from obese vs lean mice (Fig. 3e), even though expression of *Tnf* was increased in ATMs (Fig. 2c). 

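The level of Tnf was 11.95 ± 0.54 (SD, n = 4 pools) in ATMs from obese mice and 10.84 ± 1.23 (SD, n = 4 pools) in ATMs from lean mice, a log2 difference of 1.11 (SE 0.59). Tnf was higher in ATMs from obese mice in all 4 experiments, by 2.15, 1.29, 0.25 and 0.77 in experiments 1, 2, 3 and 4. Its level was low in the lean pool of experiment 1 (9.07, against 10.921 to 11.685 in the other lean pools). The difference did not pass in limma over all genes (adjusted p = 0.982, and adjusted p = 0.257 with experiment as a block).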

Of note, neither IL-1β nor IL-10 could be detected in the supernatant fractions of ATMs.

**Fig. 3:**
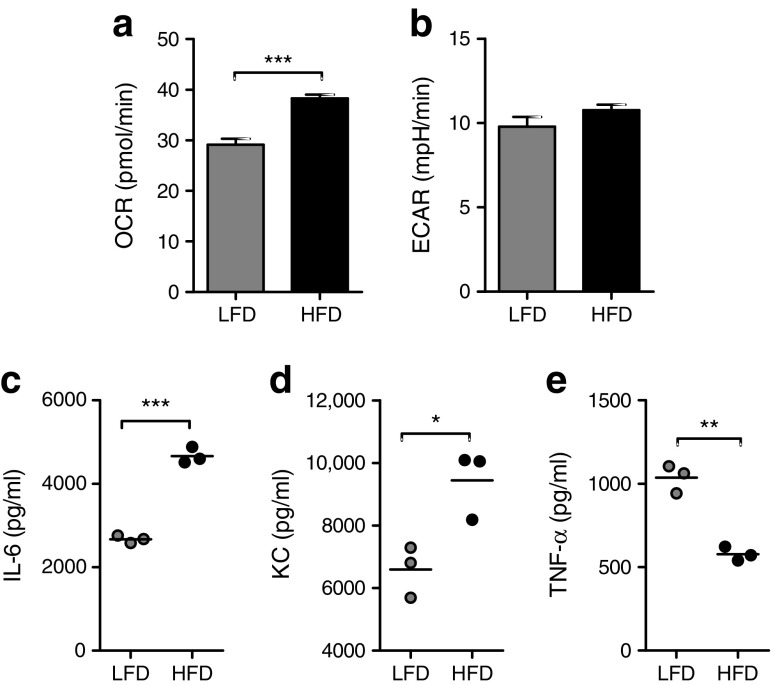
Functional consequences of metabolic activation in ATMs during obesity. (**a**, **b**) Basal OCR (**a**) or ECAR (**b**) of freshly isolated ATMs from obese (HFD) or lean (LFD) mice. (**c**–**e**) IL-6 (**c**), KC (**d**) or TNF-α (**e**) secretion over 24 h by ATMs from HFD- or LFD-fed mice. The ATMs (*n* ≥ 3) were plated from a pool of nine (LFD) or five (HFD) mice. Data are presented as means (**c**, **d**, **e**) ± SEM (**a**, **b**). *p < 0.05, **p < 0.01 and ***p < 0.001

### Exposing macrophages to adipose tissue explants ex vivo dose-dependently induces metabolic activation and cytokine release

To examine whether changes in the adipose tissue environment drive metabolic and inflammatory activation of ATMs in obesity, we co-cultured BMDMs with lean or obese adipose tissue for 3 days, removed the adipose tissue and examined the adipose tissue-induced activation of BMDMs in comparison with classically (LPS) or alternatively (IL-4) activated BMDMs both directly (metabolism) and after 24 h in fresh medium (cytokines). As observed with the ATMs from obese mice, BMDMs exposed to obese adipose tissue exhibited enhanced glycolysis and OXPHOS compared with BMDMs exposed to lean adipose tissue, reflected by increased OCR (Fig. 4a) and ECAR (Fig. 4b). Moreover, BMDMs exposed to obese adipose tissue secreted more IL-6 and KC and less TNF-α than BMDMs exposed to lean adipose tissue (Fig. 4c–e), like ATMs from obese vs lean mice (Fig. 3c–e). Interestingly, inflammatory activation was found to be dose-dependently induced by the adipose tissue explants and appeared distinct from either LPS- or IL-4-activated macrophages (Fig. 4c–e). It is worth noting that metabolic rewiring followed a similar trend, with a dose-dependent increase in glycolysis in macrophages exposed to either lean or obese adipose tissue (ESM Fig. 1a) and higher OXPHOS specifically in macrophages exposed to 100 mg of obese adipose tissue (ESM Fig. 1b). Our observation of dose-dependent adipose tissue-induced activation of macrophages, different from classical activation, points to a role for specific environmental cues in driving the unique ATM signatures. Adipose tissue is a source of leptin [22] and lactate [23] which are known to affect immune cell metabolism and function [24–26]. Despite higher levels of both lactate and leptin in the supernatant fractions of adipose tissue explants isolated from obese vs lean mice (ESM Fig. 1c,d), application of neither leptin nor lactate could induce metabolic activation comparable with that seen in macrophages exposed to obese adipose tissue (ESM Fig. 1e,f). Of note, as with ATMs, neither IL-1β nor IL-10 were detected in supernatant fractions of BMDMs after exposure to adipose tissue.

**Fig. 4:**
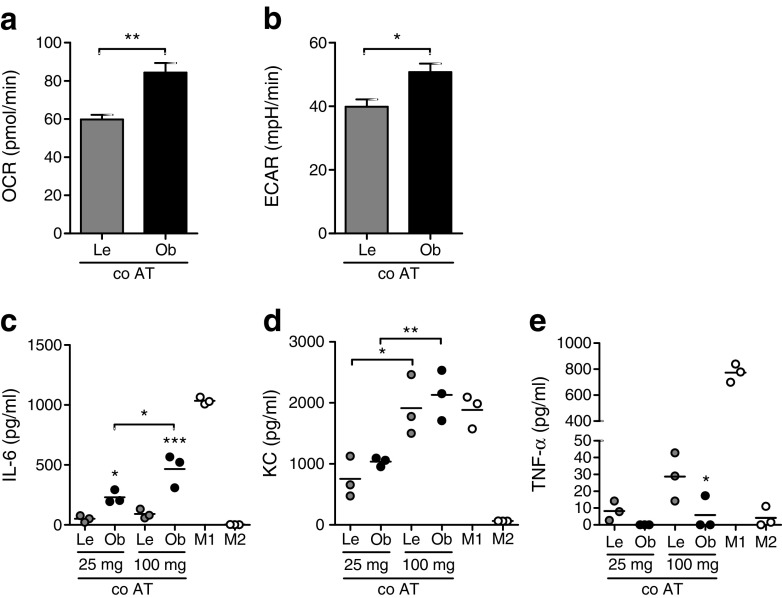
Dose-dependent adipose tissue-induced activation of macrophages ex vivo. (**a**, **b**) Basal OCR (**a**) and ECAR (**b**) of BMDMs co-cultured (co AT) with 100 mg of obese (Ob) or lean (Le) adipose tissue for 3 days. (**c**–**e**) Secretion of IL-6 (**c**), KC (**d**) or TNF-α (**e**) by BMDMs exposed to lean or obese adipose tissue (AT), or activated by LPS (M1) or IL-4 (M2). Effects of diet (obese vs lean) and dose of adipose tissue (25 mg vs 100 mg) were tested for significance. *n* ≥ 3 for all experiments. Data are presented as means (**c**, **d**, **e**) ± SEM (**a**, **b**); *p < 0.05, **p < 0.01

### Glycolysis largely controls cytokine release by ATMs in obesity

To examine the contribution of metabolic routes for cytokine production by ATMs we measured IL-6, KC and TNF-α upon inhibition of glucose uptake (2-DG), fatty acid oxidation (Etomoxir), glucose oxidation (UK5099) or glutamine influx into the tricarboxylic acid cycle (BPTES). Minimal morphological changes were observed in ATMs after treatment with these compounds. Although several metabolic routes appeared to contribute to cytokine release in ATMs from lean mice, overall, 2-DG treatment had the most profound effects on cytokine release in ATMs from both lean and obese mice (Fig. 5a–c). Importantly, inhibition of glycolysis with 2-DG abolished basal differences in cytokine release by ATMs from obese vs lean mice, demonstrating that glycolysis makes an important contribution to the increased inflammatory cytokine production by ATMs in obese adipose tissue (Fig. 5a–c). By competing with glucose, 2-DG may reduce both lactate production and glucose oxidation. Because UK5099 affected cytokine release by ATMs to a lesser extent than 2-DG, likely anaerobic glycolysis and not glucose oxidation is important for cytokine secretion by ATMs, especially in the obese state. Indeed 2-DG was the only inhibitor that strongly reduced lactate secretion by ATMs (Fig. 5d), supporting a link between lactate production and cytokine release by ATMs, particularly in obese conditions.

**Fig. 5:**
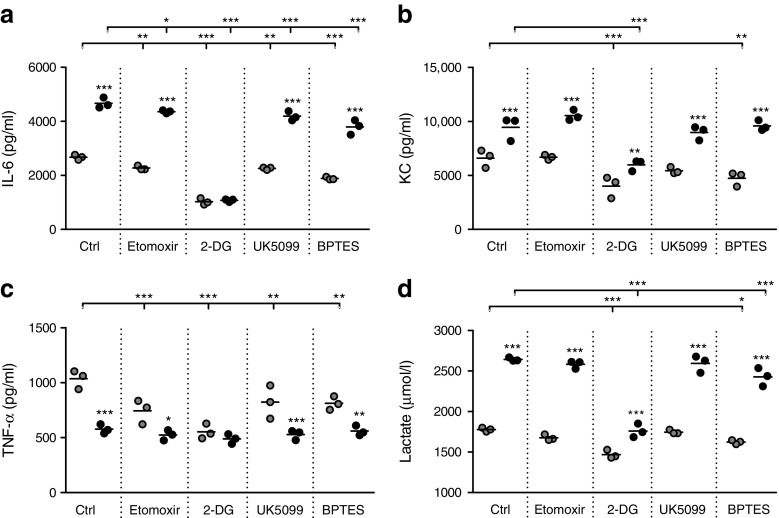
Glycolysis largely controls cytokine release by ATMs during obesity. Secretion of IL-6 (**a**), KC (**b**), TNF-α (**c**) or lactate (**d**) by ATMs isolated from lean (grey circles) or obese (black circles) mice. Cytokines were measured basally (Ctrl) or upon stimulation of ATMs with various metabolic inhibitors for 24 h. Effects of diet (obese vs lean) and treatment (metabolic inhibitors vs control) were tested for significance. Secretion of TNF-α by ATMs from obese mice tended to be reduced upon treatment with 2-DG (*p* = 0.06). ATMs (*n* = 3) were plated from a pool of 9 LFD-fed mice and 5 HFD-fed mice. Data are presented as means; *p < 0.05, **p < 0.01 and ***p < 0.001 for indicated comparisons (vs Ctrl obese or lean as shown) or for obese vs lean within each treatment

### Myeloid-specific Hif-1α does not affect adipose tissue inflammation in HFD-fed mice

Key metabolic regulators such as AMPK and HIF-1α link intracellular metabolism to inflammatory activation [14, 27]. Metabolic stress-reactive AMPK enhances OXPHOS and fatty acid oxidation upon its activation through phosphorylation and was clearly induced in macrophages in an obese adipose tissue environment (ESM Fig. 2a). 

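Among targets of HIF-1, Hilpda, which encodes a lipid droplet protein, had a log2 difference of 1.62 (SE 0.66) between ATMs from obese and lean mice, and Vegfa, the angiogenic growth factor, differed by 0.74 (SE 0.25). Both were higher in all 4 experiments. Hif1a, which encodes HIF-1α itself, differed by -0.05 (SE 0.38), with high levels on both arrays of experiment 1. Of 33 measured HIF-1 targets, 6 were higher and 0 lower with experiment as a block, adjusted over the list alone, Hilpda among them, while Vegfa did not pass (adjusted p = 0.0702 by the same test). In limma without the block 0 passed, and 6 were higher and 0 lower at an unadjusted p under 0.05. The median difference was 0.08 (camera, adjusted p = 0.0309, and adjusted p = 0.458 with an estimated correlation), and the mean of the list differed by 0.12, 0.38, 0.24 and 0.06 in experiments 1, 2, 3 and 4. The list shares members such as Aldoa and Pgk1 with glycolysis and Hilpda and Plin2 with lipid storage, and without shared members its median was -0.02 and the list no longer passed. It also no longer passed without experiment 1 or without dim probe sets, among other settings.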

The transcription factor HIF-1α, a regulator of genes involved in glycolysis, was predicted to be activated in ATMs part of obese adipose tissue as well (Ingenuity Pathway Analysis: *z* score 2.460, *p* value overlap <0.01). Moreover, *Hif-1α* itself and its target genes were upregulated in macrophages in an obese adipose tissue environment, with higher levels in BMDMs exposed to obese vs lean adipose tissue (Fig. 6a). Unexpectedly, however, deletion of *Hif-1α* in myeloid cells did not affect the inflammatory state of obese adipose tissue after 8 weeks of HFD feeding, as demonstrated by equal IL-6 secretion by complete adipose tissue isolated from LysM *Hif-1α*^*−/−*^ and LysM Hif-1α^+/+^ mice, both basally (Fig. 6b) and upon LPS stimulation (Fig. 6c). Analysis of macrophage and inflammatory marker expression (Cd68, Cd11c, Cd206) in the adipose tissue revealed no protection against adipose tissue inflammation in HFD-fed mice lacking Hif-1α in the myeloid compartment (data not shown). Moreover, no robust differences were found in either total body insulin sensitivity (Fig. 6d) or in adipose tissue-specific insulin sensitivity (Fig. 6e) in LysM *Hif-1α*^−/−^ vs LysM *Hif-1α*^+/+^ mice after 8 weeks of HFD feeding. We did observe slightly higher glucose levels, as well as a steeper rebound phase of the insulin tolerance test, in LysM *Hif-1α*^−/−^ vs LysM *Hif-1α*^+/+^ mice (Fig. 6d), pointing to impaired fasting glucose. However, the LysM *Hif-1α*^−/−^ mice were heavier than the LysM *Hif-1α*^+/+^ mice (ESM Fig. 2b,c), resulting in higher adipose tissue weight (ESM Fig. 2d), which may have accounted for the higher fasting glucose. It is worth noting that differences in body weight could not be explained by food intake, which was similar in both genotypes (data not shown), and may rather be due to differences in locomotor activity or energy absorption, although this requires further study.

**Fig. 6:**
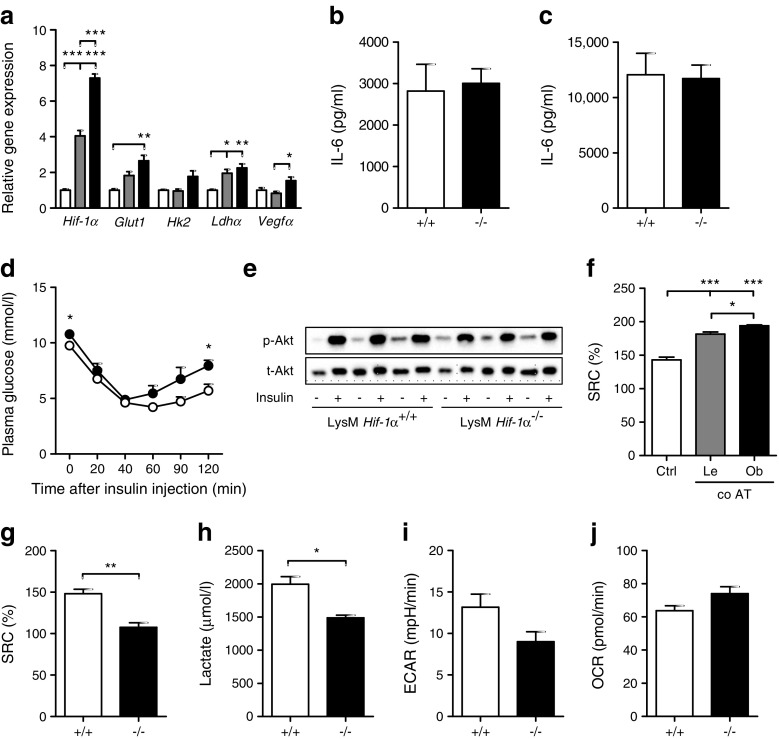
Myeloid-specific absence of HIF-1α does not affect adipose tissue inflammation in HFD-fed mice. (**a**) Fold change expression of *Hif-1α* and its target genes in BMDMs held in L929-conditioned medium (white bars) or exposed to 100 mg lean adipose tissue explant (grey bars) or obese adipose tissue explant (black bars) for 3 days. Starting quantities were used for normalisation against *36b4*. (**b**, **c**) IL-6 production by epidydimal adipose tissue isolated from LysM *Hif-1α*^+/+^ (+/+) or LysM *Hif-1α*^−/−^ (−/−) mice, either unstimulated (**b**) or stimulated with 10 ng/ml LPS for 24 h (**c**). (**d**) Glucose measured in plasma of LysM *Hif-1α*^+/+^ (white circles) or LysM *Hif-1α*^−/−^ (black circles) mice upon the injection of insulin at 0 min. (**e**) Total Akt (t-Akt) and p-Akt protein levels in epidydimal adipose tissue from LysM *Hif-1α*^+/+^ or LysM *Hif-1α*^−/−^ mice unstimulated (−) or stimulated with insulin (+) for 20 min. (**f**) SRC as percentage increase from basal OCR in BMDMs in 5% (vol./vol.) L929 (Ctrl) or upon 3 days of co-culture (co AT) with 100 mg adipose tissue isolated from lean (Le) or obese (Ob) mice. (**g**) SRC as percentage increase from basal OCR in BMDMs isolated from LysM *Hif-1α*^+/+^ (+/+) or LysM *Hif-1α*^−/−^ (−/−) mice. (**h**) Lactate secretion over 24 h by BMDMs isolated from LysM *Hif-1α*^+/+^ (+/+) or LysM *Hif-1α*^−/−^ (−/−) mice. (**i**, **j**) Basal ECAR (**i**) and OCR (**j**) in BMDMs from LysM *Hif-1α*^+/+^ (+/+) or LysM *Hif-1α*^−/−^ (−/−) mice. Basal ECAR were lower in BMDMs of LysM *Hif-1α*^−/−^ vs LysM *Hif-1α*^+/+^ mice (although the difference did not reach statistical significance, *p* < 0.051). For the in vivo study, *n* = 8 animals per genotype/diet were included. *n* = 3 for all in vitro experiments. Data are presented as means ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001

We observed increased spare respiratory capacity (SRC) of macrophages in an adipose tissue environment compared with control macrophages (Fig. 6f), indicative of enhanced cellular flexibility and capacity to manage stressful situations [28, 29]. Interestingly, macrophages lacking Hif-1α had lower SRC than wild-type BMDMs (Fig. 6g) and appeared to be less glycolytic (Fig. 6h, i). The absence of compensation for lower glycolytic rates by *Hif-1α*^−/−^ BMDMs (i.e. by increasing oxygen consumption) (Fig. 6j), is suggestive of reduced metabolic capacity and flexibility in the absence of Hif-1α and this may outweigh the potential anti-inflammatory effects of lower glycolysis in an adipose tissue environment.

## Discussion

In obesity, macrophages fuel adipose tissue inflammation, promoting the development of insulin resistance and type 2 diabetes [30]. The inflammatory state of ATMs has been studied extensively. To our knowledge, however, we are the first to measure real-time metabolic fluxes in freshly isolated ATMs. Interestingly, our data strongly point to unique metabolic activation that drives cytokine release by ATMs in obesity, resembling neither the metabolic nor inflammatory signatures seen in M1- or M2-primed macrophages or peritoneal macrophages.

Cumulative evidence from the field of immunology shows that robust metabolic rewiring fuels differential inflammatory activation of macrophages. On the one hand, M2 macrophages require OXPHOS for responses, whereas M1 macrophages rely on aerobic glycolysis [11, 12]. In contrast to these two extremes, we found that macrophages in an adipose tissue environment adopt a unique metabolic profile in obesity, characterised by activation of various metabolic routes including both OXPHOS and glycolysis. Metabolic and inflammatory adaptations in obesity were specific for ATMs, as no metabolic rewiring was found in peritoneal macrophages. In line with our finding of unique metabolic rewiring in ATMs and supportive of various studies reporting diverse inflammatory activation of ATMs in obese adipose tissue [9, 16, 31, 32], we found inflammatory activation of ATMs to be different from that of classically activated macrophages.

Interestingly, macrophages co-cultured with obese adipose tissue developed similar phenotypical adaptations in a dose-dependent manner, suggestive of obesity-induced changes in the adipose tissue microenvironment shaping the ATM phenotype. Indeed, the composition of adipose tissue is importantly affected in obesity, with resultant adipocyte hypertrophy and both accumulation and phenotypical changes of immune cells including macrophages. In our co-culture system we have used lean and obese adipose tissue explants of equal weight. This may not have accounted for all the shifts in relative cell numbers occurring in obese adipose tissue, yet strongly points toward the existence of divergent factors secreted by obese vs lean adipose tissue that may critically influence the macrophage phenotype in a dose-dependent manner. Potential factors may include adipokines, cytokines, fatty acids or other metabolites [30]. Interestingly, leptin [24, 25] and lactate [26] have been shown capable of remodelling intracellular metabolism and changing the inflammatory state of macrophages. We found both to be secreted more by obese adipose tissue than by lean adipose tissue, yet neither leptin nor lactate induced metabolic rewiring similar to that seen in macrophages in an adipose tissue environment. Additionally, differences in cell death between lean and obese adipose tissue in vivo may have an effect on metabolic rewiring in macrophages. Most likely, a mixture of signals is responsible for shaping ATM metabolic phenotypes in the lean and obese state, although this needs further investigation.

Importantly, metabolic activation of ATMs contributes to their inflammatory cytokine release. First, metabolically active ATMs from obese mice secreted far more IL-6 and KC than the less metabolically active ATMs isolated from lean mice. Second, we found that interference with metabolic routes directly affected cytokine release by ATMs. Especially in ATMs from lean mice, several metabolic routes including fatty acid oxidation, glycolysis and glutaminolysis contribute to cytokine release. Glycolysis appears to play a dominant role in fuelling the inflammatory trait of ATMs from obese adipose tissue, since inhibiting glycolysis with 2-DG almost completely abolished the greater basal cytokine secretion by ATMs from obese vs lean mice.

Our finding of lower TNF-α secretion by ATMs from obese vs lean mice was unexpected, as was the lower level of TNF-α in supernatant fractions of macrophages exposed to obese vs lean adipose tissue. Despite lower cytokine levels, we found *Tnf* upregulated at the mRNA level. A similar discrepancy between mRNA and protein level has been reported in ATMs before [10]. In obese adipose tissue, however, macrophage influx and proliferation as well as an increase in other immune cell populations likely overrules lower TNF-α secretion per macrophage and might be responsible for higher TNF-α levels found in the adipose tissue and circulation of obese individuals [6, 33–35]. Alternatively, enhanced autocrine TNF signalling in ATMs may explain the lower levels of TNF-α measured in ATM supernatant fractions.

Next to cytokine release, intracellular metabolism most likely controls several other macrophage functions. For example, OXPHOS has been found to contribute to phagocytosis by human monocytes [36], and lysosomal biogenesis and function in T cells [37]. Both phagocytic and lysosomal genes were found to be strongly upregulated in ATMs of obese mice and in obese individuals with type 2 diabetes. 

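Of 49 measured lysosome genes, 17 were higher in ATMs from obese mice with experiment as a block, adjusted over the list alone, 32 did not pass and 0 were lower. The largest differences among the 17 were those of the proteases Ctsk (2.65 (SE 0.70)) and Ctsl (1.18 (SE 0.45)), the acid phosphatase Acp5 (1.74 (SE 0.89)), and Igf2r, the receptor that sorts enzymes to lysosomes (1.16 (SE 0.49)). Ctsd, another protease, differed by 0.91 (SE 0.28). Ctsk was at a high level in the lean pool of experiment 4. Cd68, a lysosomal glycoprotein of macrophages, differed by 0.91 (SE 0.70), did not pass and had a low level in the lean pool of experiment 1. Of 40 genes of phagosomes and scavenger receptors, 3 were higher by the same test and 0 lower. They were Itgav and Itgb5, the chains of the integrin αvβ5 (1.17 (SE 0.31) and 0.78 (SE 0.26)), and Clec7a, the β-glucan receptor dectin-1 (0.73 (SE 0.79)), which had low levels on both arrays of experiment 1. The scavenger receptors Msr1 (0.70 (SE 0.84)) and Marco (-0.80 (SE 0.41)) did not pass, and Msr1 was low on both arrays of experiment 1. Without the block 0 genes of either list passed in limma, and 9 lysosome genes and 3 phagosome genes were higher and 0 lower at an unadjusted p under 0.05. The median difference was 0.41 for lysosome genes (camera, adjusted p = 1.62e-06, and adjusted p = 0.508 with an estimated correlation) and 0.26 for phagosome genes (camera, adjusted p = 0.004, and adjusted p = 0.749 with an estimated correlation). Without the lean pool of experiment 1 the median of the phagosome list was 0.02 and the list no longer passed. The phagosome list mean differed by 0.60, 0.29, -0.09 and 0.18 in experiments 1, 2, 3 and 4. That of the lysosome list differed by 0.73, 0.49, 0.32 and 0.45. The lysosome mean was low in the lean pool of experiment 1 (7.803, against 8.815 to 9.102 in the other lean pools). On the arrays of experiment 1, where endothelial genes were higher, lysosome genes (median -1.05) and phagosome genes (median -0.69) were lower than on the others by camera (adjusted p = 0.532 for each with an estimated correlation).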

Phagocytosis of dead adipocytes by macrophages [38–40] and lysosomal function of ATMs [10, 39] are considered to be important for maintaining adipose tissue homeostasis. Hence, the obesity-induced increase in OXPHOS might fuel ATM functions in expanding adipose tissue, not directly related to inflammatory cytokine release yet may greatly affect adipose tissue function.

Our data show that interfering with metabolic routes alters the inflammatory phenotype of ATMs and that glycolysis importantly contributes to inflammatory cytokine release by ATMs. Unexpectedly, however, myeloid-specific deletion of a previously identified key regulator of glycolysis, Hif-1α, did not alleviate inflammatory activation of ATMs during the early stages of obesity. Because mice lacking Hif-1α in myeloid cells were significantly heavier yet did not display increased adipose tissue inflammation or insulin resistance, one could speculate that HIF-1α may be partly protective for the development of obesity-induced adipose tissue inflammation, as has been reported before in mice fed an HFD for 18 weeks [41]. One might also hypothesise that during the earlier stages of HFD-induced obesity HIF-1α is important for controlling other metabolic properties of macrophages not related to cytokine production. For example, our data revealed a decreased SRC in BMDMs from *Hif-1α*^−/−^ mice, suggestive of a role for HIF-1α in maintaining metabolic flexibility of macrophages. Indeed, despite decreased capability of using glycolysis as an energy source, Hif-1α^−/−^ macrophages lack the flexibility to increase their oxidative capacity [15]. Metabolic flexibility is probably needed for ATMs, as we observed enhanced SRC in macrophages in an adipose tissue environment which was even further increased upon exposure to obese adipose tissue. Reduced metabolic flexibility in macrophages lacking Hif-1α in expanding adipose tissue might have overruled effects on cytokine release during the development of obesity.

In conclusion, we identified unique metabolic activation of ATMs in obesity, characterised by increased OXPHOS and glycolysis. Blocking metabolic routes in isolated ATMs led to the identification of glycolysis as a main contributor to their proinflammatory trait, especially in obesity. Interestingly, metabolic signatures, similar to those found in ATMs upon obesity, including the induction of OXPHOS and lysosomal genes, were observed in human macrophages isolated from adipose tissue of obese individuals with type 2 diabetes. Further understanding of metabolic programming in ATMs will most likely lead to novel therapeutic targets to modulate macrophage metabolism and curtail inflammatory responses that drive insulin resistance and type 2 diabetes in obese individuals.

## Electronic supplementary material

ESM (PDF 259 kb)

## Abbreviations

AMPK: AMP-activated protein kinase
ATM: Adipose tissue macrophage
BMDM: Bone marrow-derived macrophage
2-DG: 2-Deoxy glucose
ECAR: Extracellular acidification rate
GSEA: Gene set enrichment analysis
HFD: High-fat diet
HIF-1α: Hypoxia-inducible factor-1α
KC: Chemokine (C-X-C motif) ligand-1
LFD: Low-fat diet
LPS: Lipopolysaccharide
OCR: Oxygen consumption rate
OXPHOS: Oxidative phosphorylation
PCA: Principal component analysis
PS: Penicillin/streptomycin
qRT-PCR: Quantitative reverse-transcription PCR
SRC: Spare respiratory capacity

How the deposited data were processed for this re-analysis (not part of the article)

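ATMs from obese (HFD-fed) and lean (LFD-fed) C57Bl/6 mice were measured on 8 arrays, 4 per diet, from 4 separate experiments, each array holding RNA from a pool of mice. The authors deposited log2 values, which the submitters' processing notes name as made with RMA, with no version given. The statistics section of the paper names Student's t test and a p value of 0.05 or less, and its microarray section refers to the ESM for the array analysis, which was not used here. The array medians of the deposited log2 values ranged from 4.25 to 4.39. The number of arrays limits the precision.

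The table held 35556 features. Gene names came from the array's annotation table, in which 21218 features had 1 symbol, 1881 several and 12457 no annotation. Of the 18820 genes, 18790 were matched by Entrez ID to a RefSeq gene table and 0 symbols needed an update. For 1386 genes with several probe sets the one with the highest mean was used, and 632 of their 2398 other probe sets had a difference of the opposite sign. Values were analysed as deposited.

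The fit compared HFD with LFD arrays in limma 3.58.1 (lmFit and eBayes, R 4.3.3) with Benjamini-Hochberg adjustment and a threshold of 0.05. Arrays of 1 experiment deviated together from their diet means (r over genes, which are not independent replicates, of 0.889, 0.357, 0.652 and 0.186 in experiments 1, 2, 3 and 4). The experiment number, which the paper and the sample labels give, therefore pairs the samples, and values with experiment as a block are given where they change a call. The shifts of 43 gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, and each list's genes were also adjusted over the list alone. PCA was run on gene-centred values, without scaling, and scores were compared by exact permutation of the diets or, after the means of the experiments were removed, by exact sign flips of the within-experiment differences. The fits were tested on simulated values for all 18820 genes. Without the block, the HFD against LFD comparison recovered 46 of 100 genes changed by a log2 of 1 and 78 of 100 changed by 2, with 1 false call. With the block it recovered 86 and 95 of 100, with 11 false calls. A simulated list shifted by 0.5 was called and 0 other lists were. That does not show how often camera makes false calls on the arrays themselves. With the labels of experiment 4 exchanged, camera at the preset correlation called 23 lists, against 20 for the diets.

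The genes named in the text are those the paper names or shows in its figures, whose directions had been seen there, the 12 genes with the smallest p in each direction among those that moved the same way in all 4 experiments (no gene passed the adjusted threshold), up to 4 members with the largest change of each list described and up to 2 well-known members that did not pass, and Adgre1. Because no gene passed over all genes, list members were taken as past the test from the fit with the block, adjusted over the list alone, a reading of the rule made after the values were seen. Alternatives were the block as a fixed or random term, leaving out each array, experiment 4, dim probe sets (under a log2 of 4.32 on more than 4 arrays) or shared list members, other scalings, priors and tests of lists, the methods' t-test, and each fat content alone. Further alternatives were added after seeing the data, among them leaving out experiment 1 and an endothelial covariate. Ctsd, Trem2 and Lgals3 fall outside this rule and were chosen after their values were seen. Genes measured by a probe set with several symbols, among them 1 gene that the paper measured by qRT-PCR, were not reported, and 1 further gene that the paper shows is not reported here. The publicly available arrays of other macrophages that the paper used were not analysed here.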

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

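The tests of experiment 1, of the share of macrophages and of the splits for gene lists were chosen only after the result was seen, while those of other cell types, isolation stress and the splits for genes were set before. The outcome that would have counted for the share of macrophages was first written as a difference within 4.30 standard errors of 0, which cell cycle (3.11), lipid uptake (3.20) and MHC class I (2.86) would have met. It was restated after the first values were seen as less than 0.25 times the difference without the covariate, which none of the lists named for it below met, because falling short of a bound does not show the cause.

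Lists that match none of the gene sets named in Fig. 2a were shifted by camera (ESM Table 3 was not used here). Lipid-associated macrophage genes, which mark macrophages that take up lipid around dead adipocytes, had a median log2 difference of 1.18 between ATMs from obese and lean mice over 21 genes (adjusted p = 2.51e-12, and adjusted p = 0.346 with an estimated correlation). The medians were 0.34 for lipid uptake and storage, 0.27 for cholesterol synthesis, 0.14 for fatty acid oxidation and -0.38 for resident macrophage genes (with an estimated correlation, adjusted p = 0.346, 0.486, 0.458 and 0.758).

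Experiment 1 stood apart on PC1 (mean score 72.5, against -12.9, -44.4 and -15.2), with 2163 genes higher and 1701 lower than in the other experiments at an adjusted p under 0.05 in limma. In that comparison, and in every camera test of experiment 1 against the others, the first side holds a single experiment. The arrays of experiment 1 deviated together (r of 0.889) and are not independent replicates, so these counts and p values may overstate the evidence. The fat content and weeks of diet of experiment 1 as the cause are argued against by experiment 3, which shares both in the labels and lay at -44.4, on the other side of 0, with its arrays 30.4 apart. Endothelial cells carried along stay open as the cause, although the selection for Emr1 would remove them. On both arrays of experiment 1, 18 of 18 endothelial genes were higher than on the other 6 (3.57% by chance for a gene). There 12 of 12 pan-macrophage genes were lower. Pecam1 lay at 11.35 and 11.10 and Cdh5 at 12.08 and 11.88 in its lean and obese pools. Endothelial signal was not limited to experiment 1. Cdh5 was 7.198 in the lean pool of experiment 3 and between 9.11 and 10.85 in the remaining pools of experiments 2 to 4. Those pools therefore cannot be taken as free of endothelial cells. By camera, pericyte and smooth muscle (median 2.63), preadipocyte and fibroblast (0.58) and adipocyte genes (0.55) were also higher in experiment 1 than in the others. The adjusted p was 2.46e-07, 0.0307 and 0.000561 (with an estimated correlation, adjusted p = 0.532, 0.77 and 0.532). The remaining lists of other cell types did not pass. Cells carried along, if any, need be neither endothelial alone nor limited to experiment 1. Over the 6 arrays of experiments 2 to 4, PC1 without the endothelial genes followed the endothelial mean (r = 0.987, exact permutation p = 0.00139, rho = 1, exact permutation p = 0.00278, and r = 0.952 without the 2 arrays farthest from the median), the only such relation computed. A lower yield of the selection in experiment 1 may therefore account for its place, as a hypothesis found and tested on the same arrays.

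Of 43 lists, 20 were shifted by camera, and 3 of 35 splits of the arrays gave as many (20 for the diets and 23 for the highest others, both with the labels of experiment 4 exchanged and with the lean pools of experiments 1, 2 and 4 and the obese pool of experiment 1 on one side, which parts only 2 pairs), so chance cannot be excluded. Among the 8 splits that part all 4 pairs, too few for a share under 0.05, the diets gave 19 with the block and the highest other 26. For 5 lists, a different share of macrophages between diets, as the whole cause, is argued against by the differences of list means with the block and the mean of 12 pan-macrophage genes as a covariate. These were 0.433 (SE 0.0244) for lysosome, 0.578 (SE 0.0557) for the vacuolar H+-ATPase, 1.29 (SE 0.273) for lipid-associated macrophage genes, 0.421 (SE 0.095) for glycolysis and 0.338 (SE 0.0749) for DNA replication, against 0.499, 0.63, 1.42, 0.401 and 0.31 without the covariate. The lipid-associated macrophage and lipid uptake lists held 20 and 16 genes in these fits, against 21 and 17 elsewhere (mean differences 1.37 and 0.53). With the endothelial mean as the covariate instead, DNA replication lay 4.08 standard errors from 0, within the first bound of 4.30. Cell cycle (4.82) and lipid uptake (4.38) then lay outside it, and the other lists named here kept their side of it. The share stays open for cell cycle at 0.512 (SE 0.165), lipid uptake at 0.503 (SE 0.157) and MHC class I at -0.241 (SE 0.0844), against 0.499, 0.547 and -0.265 without the covariate, because 2 residual degrees of freedom leave wide intervals, an effect of the diet and chance stay open for all, and 4 of the 12 pan-macrophage genes are also held by other lists.

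No gene passed in limma at an adjusted p under 0.05 (621 higher and 284 lower at an unadjusted p under 0.05, 524 and 286 by the methods' t-test), and 35 of 35 splits gave as many (0 for the diets and 0 for the highest other), which a count of 0 fixes beforehand, so that count says nothing about chance. At an unadjusted p under 0.05 the diets gave 905 genes and 13 of 35 splits as many, the highest 4323 with 3 lean pools and the obese pool of experiment 1 on one side, which points to a structure of the samples. Among the 8 splits that part all 4 pairs, too few for a share under 0.05, the diets gave 905 and the highest other 399 (2280 and 1591 with the block). Isolation stress that differs between diets stays open: the dissociation and immediate early genes had a median of -0.042 (adjusted p = 0.307 by limma's camera), within the bound of 0.2 set before, but the members go both ways, with Egr2 (0.86 (SE 0.32)) higher and Ier3 (-0.65 (SE 0.36)) lower with the block, adjusted over the list alone, so a median near 0 does not exclude it. Cells of another type in 1 diet group cannot be told apart from none: the largest median among their marker lists was -0.216, for endothelial genes, under the bound of 0.5 set before, but the list mean differed by -0.307, -0.834, 1.95 and -1.66 in experiments 1, 2, 3 and 4 (SE 0.774), so that bound was too narrow for the spread.

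A pool far from the other 3 of its diet was found in 26 of 272 groups of 4, where chance gives 14, and of the 26, 12 were the obese pool and 8 the lean pool of experiment 1. The lean pool was high for Socs3 (10.33), Nos2 (6.03), Pfkm (6.28) and Hif1a (9.49), and low for Hk2 (5.25), Cd68 (8.64), Msr1 (5.46) and the IL-4-induced list (6.14). The obese pool of experiment 1 was high for Pfkm (5.96), Cd36 (12.12), Pecam1 (11.10) and the endothelial list (10.47). It was low for Lipa (10.55), Clec7a (6.54), Msr1 (7.34), Got1 (7.01), Pgd (7.78), Ccl12 (6.29), the lysosome list (8.54) and the phagosome list (8.13). Elsewhere the values stood apart for Myd88 (7.71, obese pool of experiment 4), Cox17 (7.62, lean pool of experiment 3), Ndufb3 (5.03, lean pool of experiment 4), Ctsk (8.50, lean pool of experiment 4), the M1 list (7.19, obese pool of experiment 2) and the NK cell list (2.99, obese pool of experiment 3).

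The difference between obese and lean mice was compared between experiments on 60% and on 45% fat, with 2 experiments each. By an interaction term 0 genes passed in limma (169 higher and 56 lower at an unadjusted p under 0.05, and 743 with experiment as a block). By camera 11 lists did. Interferon response genes had a median of 0.62 for 60% minus 45% (adjusted p = 2.99e-06). The M1 list had a median of 0.50 and did not pass (limma's camera, adjusted p = 0.699). The median was -2.14 for endothelial, -1.30 for pericyte and smooth muscle, -0.43 for adipocyte and -0.41 for preadipocyte and fibroblast genes. It was -0.61 for lipid-associated macrophage, -0.30 for extracellular matrix, -0.21 for cell cycle, -0.20 for lipid uptake, -0.13 for cholesterol synthesis and -0.0067 for respiratory chain genes. With an estimated correlation none of the 43 lists passed (smallest adjusted p = 0.168), and each diet group of an interaction holds 2 experiments, which also differ in weeks in the labels.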

How the results depend on the processing

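The settings that leave out experiment 1, combine the block with another choice, average probe sets, test all features or add an endothelial covariate were chosen only after the result was seen. Over 107 genes, the direction was kept in all but 32 of 2344 comparisons with an alternative, and 6 newly passed; as no named gene passed at the start, none could lose a call. Over 29 lists, 511 of 665 kept the direction and the side of the threshold, 120 no longer passed, 15 newly passed and 19 reversed. Except where stated, the cause was not tested. Signal near the background limits dim genes, and 10623 of 18820 genes were over a log2 of 4.32 on at least 4 arrays.

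The replicate block gave 0 genes higher and 0 lower, and 15 lists higher and 4 lower, and beyond the values given beside the results it changed no other call of a named gene over all genes or of a list. The count of genes at an adjusted p under 0.05 was 0 in each direction under all alternatives set beforehand, except the unadjusted methods' t-test at 524 and 286, with limma giving 621 and 284 at an unadjusted p under 0.05. The block without dim probe sets gave 23 and 2 genes, with fewer genes tested, and the block with the endothelial mean as a covariate 30 and 2. With an estimated correlation, with fry and with the block and an estimated correlation, 0 lists were higher and 0 lower, while the medians were by construction 0.34 for glycolysis, 0.36 for vacuolar H+-ATPase, 0.13 for amino acid metabolism, 0.41 for lysosome, 0.26 for phagosome, 0.50 for cell cycle, 0.28 for DNA replication, -0.27 for MHC class I, 0.078 for HIF-1 targets and 1.18 for lipid-associated macrophage genes. Without dim probe sets, with or without the block, 3 lists were lower, and amino acid metabolism (0.15) and HIF-1 targets (0.12) no longer passed. NK cells have no value there, because no gene of the list was left.

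HIF-1 targets also no longer passed when quantile normalised again (0.059), on ranks (0.078), without shared members (-0.018) and without experiment 1 (0.072). The respiratory chain list turned in its test, not past the threshold, while its median was 0.0026, when quantile normalised again. The IL-4-induced list turned in its test while its median was -0.12 without experiment 4, -0.22 without dim probe sets and with fry, -0.28 with median-centred arrays and -0.19 with the mean of probe sets. Without experiment 4, Il1b (0.0042), Pecam1 (0.35), Cdh5 (0.46) and the endothelial list (0.32) reversed. In the 45% fat experiments Nos2 (0.041), Pdk4 (-0.17), Pecam1 (0.89) and Cdh5 (1.16) reversed, and in the 60% fat experiments Il1b (0.18) and Hif1a (0.028).

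When each array was left out in turn, genes were 0 in both directions, 10 to 16 lists were higher and 4 to 9 lower, with 9 without the lean pool of experiment 3. The medians ranged from -0.0021 to 0.084 for the respiratory chain, 0.069 to 0.24 for HIF-1 targets, 0.093 to 0.21 for amino acid metabolism, 0.018 to 0.39 for phagosome (0.018 without the lean pool of experiment 1), -0.11 to 0.21 for inflammatory genes, -0.58 to 0.12 for MHC class II, -0.42 to 0.054 for the IL-4-induced list, -0.12 to 0.074 for dissociation genes and -1.14 to 0.51 for endothelial genes. The differences ranged from -0.027 to 1.09 for Il6, -0.89 to 0.34 for Mrc1, -0.16 to 0.27 for Pdk4, -1.02 to 0.52 for Pecam1, -1.07 to 0.55 for Cdh5, -0.32 to 0.26 for Hif1a, -0.36 to 1.12 for Adgre1, -0.13 to 1.14 for Msr1 and -0.65 to 0.15 for Il1b.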

Differences from the paper's values

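The PCA of all features with the means of the experiments removed and the joined OXPHOS list were chosen only after the result was seen. For the complete transcriptome, PC1 held 67.8% of the variance, where the paper's value is about 43% in Fig. 1b, read by eye, and PC2 12.9%, where the paper's is about 31% in Fig. 1b, read by eye. A share is counted as different where one is more than 1.5 times the other. Among the alternatives set before the data were examined, PC1 did not differ from the paper's with the means of the experiments removed (43.7%), without the lean pool of experiment 1 (56.6%) and with each gene scaled to unit variance (34.6%), and PC2 with the means removed (32.9%). All other alternatives set beforehand differed, from 64.7% to 73.9% for PC1 and from 11.2% to 19.0% for PC2. Over all features with the means removed, PC1 held 37.3% and PC2 28.6%, which did not differ, in a setting chosen after seeing the values.

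For inflammatory genes, PC1 held 69.3%, where the paper's value is about 44% in Fig. 1c, read by eye, and PC2 14.6%, where the paper's is about 23% in Fig. 1c, read by eye. PC1 did not differ with the means removed (53.9%), without the lean pool of experiment 1 (54.5%) and with unit variance (64.5%), and PC2 with the means removed (21.4%), without the lean pool of experiment 1 (22.7%) and without that of experiment 4 (15.5%). The other alternatives set beforehand differed. The gene list here was drawn up from general knowledge and is not that of ESM Table 2, which was not used here. For metabolic genes the shares did not differ.

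The paper shows the diets separated on PC1 in Fig. 1b, 1c and 1d. Here they separated on PC2 for the complete transcriptome and inflammatory genes and on neither for metabolic genes, and on PC1 in all 3 when the means of the experiments were removed.

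The paper describes OXPHOS as strongly enriched. Here the respiratory chain and ATP synthase list had a median of 0.04 (limma's camera, adjusted p = 0.373), the vacuolar H+-ATPase list 0.36 (adjusted p = 1.62e-06, and adjusted p = 0.458 with an estimated correlation), and both joined, chosen after seeing the data, 0.07 (adjusted p = 0.0176, and adjusted p = 0.753 with an estimated correlation). The paper's sets and its enrichment tool differ from those used here.

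Of the genes that Fig. 1e, 1f and 2c mark as significant, 34 of 35 were measured here and 34 had the direction shown. At an unadjusted p, in limma 10 of them had a p under 0.05, by the methods' t-test 7, with experiment as a block 32, and 0 passed an adjusted p under 0.05 over all genes in limma. In settings chosen after seeing the values, 2 of the 34 (Itgax and Tcirg1) passed it, with the block without dim probe sets and with the block and the endothelial mean as a covariate, and 32 did not. Of the unmarked genes shown as higher or lower, 45 of 51 were measured and 43 had the direction shown. A further 8 in Fig. 2c are near white and show no direction, and the 7 of them that were measured had differences between -0.069 and 0.029. The exceptions were Pgk1 (0.52 (SE 0.21)) and Cox5b (0.07 (SE 0.12)), which the figures show as lower in obese mice.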

Other observations

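The test of the vacuolar H+-ATPase against the respiratory chain was chosen only after the result was seen.

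Among lipid-associated macrophage genes, 16 of 21 were higher in ATMs from obese mice with experiment as a block and 5 without it, adjusted over the list alone in limma, and 0 were lower. They included Gpnmb, a glycoprotein of macrophages that degrade lipid (2.90 (SE 0.83)), Mmp12, a macrophage elastase (2.49 (SE 0.68)), the lipid-sensing receptor Trem2 (1.91 (SE 0.79)), and the galectin Lgals3 (1.53 (SE 0.61)), the last pair chosen after their values were seen. Of this list, Ctsd, Ctsk, Ctsl, Lipa, Acp5 and Cd63 are also lysosome genes, and Atp6v0d2 is also a gene of the vacuolar H+-ATPase. The list mean differed by 1.97, 1.35, 1.47 and 0.68 in experiments 1, 2, 3 and 4. On the arrays of experiment 1, where endothelial genes were higher, the list was lower than on the other arrays (median -1.19, limma's camera, adjusted p = 0.000486, and adjusted p = 0.539 with an estimated correlation). Among 35 genes of extracellular matrix and integrins, 4 were higher with the block, adjusted over the list alone (Itgav, Itgb5, Mmp12 and Cd44, a hyaluronan receptor with a difference of 1.26 (SE 0.50)), and 0 were lower, while without it 0 passed in limma (4 higher and 1 lower at an unadjusted p under 0.05). The list had a median of 0.47 (limma's camera, adjusted p = 0.00405, and adjusted p = 0.508 with an estimated correlation), and its mean differed by 0.35, 0.62, 0.97 and -0.24 in experiments 1, 2, 3 and 4, where that of preadipocyte and fibroblast markers differed by -0.061, 0.58, 1.11 and -0.61. The 8 genes of MHC class II presentation had a median of -0.12 (limma's camera, adjusted p = 0.247, adjusted p = 0.0332 with the block, and adjusted p = 0.63 with the block and an estimated correlation). Their mean differed by 0.04, -0.19, -0.63 and -0.0096 in experiments 1, 2, 3 and 4, and 0 of the 8 passed in limma with the block, adjusted over the list alone (0 higher and 0 lower at an unadjusted p under 0.05). The 34 interferon response genes had a median of -0.12 (limma's camera, adjusted p = 0.265). In experiment 1, matrix genes were higher (median 0.83, limma's camera, adjusted p = 0.04, and adjusted p = 0.717 with an estimated correlation) and class II genes lower (median -1.69, adjusted p = 0.000143, and adjusted p = 0.532 with an estimated correlation) than in the others.

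The paper measured further genes by qRT-PCR in ATMs or in BMDMs. On these arrays Cd36, a fatty acid transporter, differed by 0.33 (SE 0.15), Plin2, a lipid droplet protein, by 1.06 (SE 0.43), Lipa, the lysosomal acid lipase, by 1.10 (SE 0.46) and Pdk4, a kinase that inhibits pyruvate oxidation, by 0.06 (SE 0.33). In limma none of these 4 passed an adjusted p under 0.05 over all genes, with or without the block. Adjusted over the lipid uptake list alone, Lipa, Plin2 and Cd36 were higher in limma with the block (adjusted p = 0.0125, 0.0178 and 0.0388). None of them passed without it. Lipa and Plin2 had low levels in the lean pool of experiment 1 (8.92 and 9.65). In the other lean pools Lipa lay between 10.251 and 10.915 and Plin2 between 10.45 and 11.561. Lipa differed by 1.63, 1.30, 0.77 and 0.72 in experiments 1, 2, 3 and 4, and Plin2 by 1.57, 1.62, 0.48 and 0.57.

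A hypothesis is that, of the OXPHOS genes, those of the vacuolar H+-ATPase may be higher in ATMs from obese mice apart from those of the respiratory chain. The mean of the former list minus that of the latter differed between diets by 0.818, 0.646, 0.337 and 0.573 in experiments 1, 2, 3 and 4 (mean 0.594). It was higher in obese mice in all 4 experiments (SD 0.2). The exact two-sided permutation test over the diets gave p = 0.0857, but it does not use the pairing by experiment. The exact sign-flip permutation test gave p = 0.125, the smallest that 4 pairs allow, so it could not have passed 0.05. Neither test therefore decides the hypothesis. The outcome that would have counted against the hypothesis was first written as a permutation p of 0.05 or more, and was restated after the value was seen, because a p over the threshold excludes nothing.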
